# Coordinated evolution of co-expressed gene clusters in the *Drosophila *transcriptome

**DOI:** 10.1186/1471-2148-8-2

**Published:** 2008-01-07

**Authors:** Jason G Mezey, Sergey V Nuzhdin, Fangfei Ye, Corbin D Jones

## Abstract

**Background:**

Co-expression of genes that physically cluster together is a common characteristic of eukaryotic transcriptomes. This organization of transcriptomes suggests that coordinated evolution of gene expression for clustered genes may also be common. Clusters where expression evolution of each gene is not independent of their neighbors are important units for understanding transcriptome evolution.

**Results:**

We used a common microarray platform to measure gene expression in seven closely related species in the *Drosophila melanogaster *subgroup, accounting for confounding effects of sequence divergence. To summarize the correlation structure among genes in a chromosomal region, we analyzed the fraction of variation along the first principal component of the correlation matrix. We analyzed the correlation for blocks of consecutive genes to assess patterns of correlation that may be manifest at different scales of coordinated expression. We find that expression of physically clustered genes does evolve in a coordinated manner in many locations throughout the genome. Our analysis shows that relatively few of these clusters are near heterochromatin regions and that these clusters tend to be over-dispersed relative to the rest of the genome. This suggests that these clusters are not the byproduct of local gene clustering. We also analyzed the pattern of co-expression among neighboring genes within a single *Drosophila *species: *D. simulans*. For the co-expression clusters identified within this species, we find an under-representation of genes displaying a signature of recurrent adaptive amino acid evolution consistent with previous findings. However, clusters displaying co-evolution of expression among species are enriched for adaptively evolving genes. This finding points to a tie between adaptive sequence evolution and evolution of the transcriptome.

**Conclusion:**

Our results demonstrate that co-evolution of expression in gene clusters is relatively common among species in the *D. melanogaster *subgroup. We consider the possibility that local regulation of expression in gene clusters may drive the connection between adaptive sequence and coordinated gene expression evolution.

## Background

The non-random arrangement of genes in the genome is intimately connected to the pattern of gene expression across the genome [1]. While the connection between gene location and expression has been known for some time in prokaryotes [2], a similar genome-wide connection between gene order and gene expression has relatively recently been identified in eukaryotes [3]. Clusters of physically adjacent genes that are co-expressed are now known to be common in eukaryotic genomes and have been reported in yeast [4,5], plants [6], worms [7-10], fruit flies [11-13], mice [14-16], and humans [16-20].

A number of mechanisms have been proposed to explain the existence of these co-expression clusters including the presence of duplicate genes that are in close physical proximity, shared regulatory regions, chromatin-level regulation, and common pathway or tissue regulated expression of physically clustered genes [1,8,21]. Similarly, a number of hypotheses have been proposed concerning the interplay between transcriptome evolution and genome organization that can explain the existence of co-expression clusters including positive selection for genomic rearrangements leading to close physical proximity of co-expressed genes [22] and purifying selection against genomic rearrangments that break-up co-expression clusters [5,18]. The possibility that co-expression results in correlated rates of sequence evolution among cluster genes has also been proposed [23] and a recent analysis has found evidence of co-evolution of tissue specific expression of adjacent genes [24]. Although not fully resolved, these analyses have led to a clearer picture of both the pattern of co-expression clusters within species and explanations concerning why gene expression is often coordinated among physically adjacent genes.

If there is a physical clustering of coordinated gene expression within species, then it is likely that gene expression can also *evolve *in a coordinated manner [24]. A block of consecutive genes where expression evolves in a coordinated manner will leave an evolutionary signature that can be detected by non-zero expression correlation among neighboring genes when analyzing multiple species. Therefore, just as correlated expression profiles are used to identify co-expression among genes within species [4,12] the same approaches can be used to analyze co-evolution of expression in gene clusters when comparing gene expression among species. Instead of analyzing the correlations in gene expression among developmental stages, environments, tissue localizations, etc. [1], we consider the correlations among mean gene expression levels estimated for each species. This approach will identify clusters of genes where the evolution of expression is *not *a gene independent process.

Our goal is to identify clusters of genes that show consistent patterns of coordinated expression evolution among species of *Drosophila*. We assayed genome-wide gene expression levels using Affymetrix GeneChip Arrays in three-day-old male adults under standardized environmental conditions [25]. 

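RNA of whole males aged 3 days was hybridized to Affymetrix arrays whose probe sets were designed on D. melanogaster. The deposited table holds 14010 probe sets on 48 arrays, 3 arrays for each of 16 groups. The groups are 6 species (D. melanogaster, D. sechellia, D. mauritiana, D. teissieri, D. yakuba and D. santomea) and 10 crosses of D. simulans, which are named by their lines from cross 6x11 to cross 105x6. D. simulans therefore has 30 arrays, and the other 6 species together have 18. The paper states that D. melanogaster samples mixed 10 isogenic lines in even shares, while each of the other 5 species was measured in a single line. For those 5 species and line coincide, and limma's error does not include the spread between lines of a species. The paper states that the data of D. melanogaster and D. simulans were collected earlier, under the same conditions and on the same array, and were combined with those of the other 5 species, so that all D. simulans arrays and 3 of the 18 others belong to the earlier collection. Comparisons within a collection, chosen after the data were seen, are given with the differences they bear on, while windows among species take all 7 means and were not computed within a collection. Replicate arrays of D. sechellia (pairwise r from 0.896 to 0.926 across features) and D. mauritiana (0.899 to 0.912) resembled each other more than those of D. yakuba (0.659 to 0.859) and D. santomea (0.701 to 0.838). Replicates of D. melanogaster had r from 0.858 to 0.887, and those of D. teissieri from 0.791 to 0.882. Among the D. simulans crosses, r ran from 0.923 to 0.931 in cross 11x36 and from 0.777 to 0.852 in cross 99x105. Genes of 1 array are not independent replicates, so these r values describe the arrays and carry no test.
The values are MAS5 signals on a linear scale, with the mean of every array set to 500 after trimming. The paper describes Loess smoothing before MAS5 and a mask of probes that differ from D. yakuba. The deposited table holds all probe sets, so probe sets that the paper's mask removed are present here, and whether the Loess step is in its values is not stated. Values below 1 were set to 1 (31 values), and the log2 medians of the arrays then ran from 7.56 to 8.25. Because this range exceeded 0.3, the log2 values were quantile normalized between arrays. After 44 control probe sets were left out and the brightest probe set of each gene was kept, 12367 features were tested, of which 10844 are named by 1 gene. The error of limma's tests comes from the replicates of a group, and the number of arrays limits their precision, while windows were tested against random sets and orders of genes. The gene order comes from the part of Additional file 5 that was available, which is the first 1999 of 14517 genes and covers 2L from 7529 to 16302952 in release 4.3 of the D. melanogaster annotation. Of these genes, 1697 have a probe set, and as some entries of the order carry the same gene symbol today these stand for 1662 symbols. Genes of the order are counted by entry, and the windows given with the results below cover this part of 2L alone. Additional file 8 was likewise available for its first 1999 of 14517 genes, and no overlap or enrichment was tested on either table.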

The following seven species in the *D. melanogaster *subgroup were analyzed: *D. melanogaster*, *D. simulans*, *D. sechellia*, *D. mauritiana*, *D. santomea*, *D. teissieri*, and *D. yakuba*. The relationships among these species are well established (Fig. 1) and represents a taxonomic sampling that spans ~6 million years [26]. Clusters identified for these species are therefore of value for understanding how the transcriptomes of species evolve across time scales on the order of one-hundred thousand to several million years.

**Figure 1:**
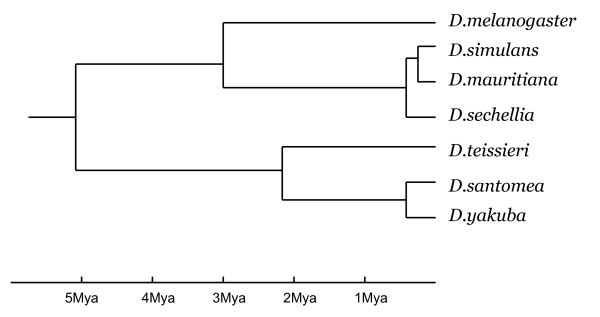
Relationships among the seven species in the *D. melanogaster *subgroup that were analyzed. Times of speciation events follow estimates from [26].

A number of methods have been applied to the identification of co-expression clusters within species using microarray expression data [4,12,23,27-29]. The most common of these is calculation of a statistic based on the estimated correlation matrix for blocks of consecutive genes, generally the mean of N*(*N*-1)/2 correlations when considering *N *consecutive genes [12]. For the current study, we use a different statistic to summarize the correlations among *N *genes: the fraction of variation explained by the leading eigenvalue of the correlation matrix. This statistic describes the maximum fraction of variation that can be explained by a linear function of the original variables after scaling the variance of each variable to one. This statistic therefore provides an intuitive description of the degree to which a set of genes act as a single unit because the closer this ratio is to "1" the greater the degree that expression of the genes are completely correlated, regardless of whether the correlations among any gene pair are positive or negative. While this statistic has not been explicitly applied to the analysis of co-expression, the leading eigenvalue(s) of a correlation or covariance matrix are commonly used to summarize the structure of correlated variation [30,31].

Our analysis shows that a considerable proportion of transcriptome evolution among species in the *D. melanogaster *subgroup occurs via co-evolution of expression in clustered genes. Comparison of the locations of clusters that reflect coordinated evolution of gene expression across taxa to clusters of coordinated expression within the species *D. simulans *demonstrated a lack of correspondence in locations. This implies that different mechanisms may be responsible for producing co-expression clusters within species and those producing co-expression clusters that evolve in a coordinated manner. We additionally analyze a number of genome organization, functional, and evolutionary aspects to identify over-(under-) representation with clusters displaying coordinated expression within *D. simulans *or coordinated expression evolution among the seven species. Of these, the most interesting are genes that show a signature of adaptive evolution in their coding sequences. A previous analysis of tissue co-expression within mice and humans did not find a significant positive correlation between rates of non-synonymous substitutions (*K*_*A*_) and co-expressed genes [23], although the ~75 million years since humans and mice diverged likely limited the power of this analysis [32]. Here, we find that co-expression clusters that vary *within D. simulans *are not enriched for adaptive evolving loci. However, genes with an adaptive evolutionary signature are over-represented in clusters where expression is co-evolving *among *species. This result points to a connection between coordinated gene expression evolution and adaptive evolution in coding regions of genes, although the exact nature of this connection is still unknown.

## Results and Discussion

Clusters of genes evince coordinated evolution of expression across the seven species (Figure 2). 

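CG4496 and CG4497, neighbours on the minus strand of 2L between 7185461 and 7194412, took opposite courses across the 7 species. The log2 signal of CG4496 was 7.37 ± 0.49 (SD, n = 3 arrays) in D. mauritiana and 5.25 ± 0.90 (n = 3) in D. santomea, while that of CG4497 was 8.67 ± 0.22 (n = 3) in D. mauritiana and 9.60 ± 0.44 (n = 3) in D. santomea. Dim1, a splicing factor, and its neighbour CG15431 were both high in D. yakuba, with signals of 8.99 ± 0.16 and 7.46 ± 0.91 (n = 3) against 7.99 ± 0.58 and 5.83 ± 0.42 in D. simulans (n = 30). Tmtc1 had signals of 10.19 to 10.34 in D. teissieri, D. yakuba and D. santomea and of 8.51 to 9.10 in the other species, and Trf5 lay between 5.65 and 5.82 in the former and between 4.72 and 5.00 in the latter. Vajk1 was at 9.18 ± 0.70 (n = 3) in D. mauritiana and 5.88 ± 0.36 (n = 3) in D. melanogaster, and its neighbour Vajk2 had signals of 13.38 and 9.31 in the same species.
The statistic of a window is the share of the first eigenvalue of the correlation matrix of its genes' species means, set against 20000 random sets of as many genes of 2L. It was 0.994 for CG4496 and CG4497 (permutation p = 0.00015), 0.982 for Dim1 and CG15431 (0.00255), 0.981 for Vajk1 and Vajk2 (0.00255) and 0.981 for Tmtc1 and Trf5 (0.0026). The next pairs were CG5395 with CG5390 (share 0.977, permutation p = 0.0036), CG12307 with CG4983 (0.977, p = 0.0037), the ubiquitin ligase Rchy1 with HemK1 (0.972, p = 0.0052) and the alanyl-tRNA synthetase AlaRS with CG13392 (0.972, p = 0.0054). CG5395 was at 6.29 to 7.07 in D. teissieri, D. yakuba and D. santomea and at 8.48 to 10.29 in the other species, and CG5390 at 8.77 to 9.05 and at 10.28 to 11.28. CG12307 and CG4983 were lowest in D. teissieri and D. yakuba, with CG12307 at 7.60 and 7.53 and CG4983 at 5.91 and 6.98. The paper's mask of probes that differ from D. yakuba removed all 14 probes of Tmtc1, Trf5, CG5390, CG12307, CG4983 and CG13392 and 13 of those of CG5395. A pair's share rests on 7 means and does not take the spread between replicates into account, and neither CG4496 nor CG4497 varied among species by limma's F-test (adjusted p = 0.0901 and 0.404). Among windows of 10 genes, that from CG14933 to CG16964 (11842827 to 11948638) had a share of 0.698 (permutation p = 0.00085). It holds the maltases Mal-B1 and Mal-B2, probe sets of the phosphodiesterase Pde1c and the odorant receptors Or33a, Or33b and Or33c, and the mask removed 12 to 14 probes of each of its genes. Mal-B2 was at 10.08 ± 0.28 (n = 3) in D. melanogaster and 5.47 ± 0.29 (n = 3) in D. santomea (adjusted p = 1.28e-14 from limma's F-test), while the Or33 receptors had signals of 3.06 to 5.83 and did not vary (adjusted p = 0.25, 0.578 and 0.94). Of 1481 pairs tested, 83 had a p of at most 0.05, where 74 are expected (one-sided permutation p = 0.0889), and of 1990 windows of 10 genes 124 did, where 99.5 are expected (p = 0.114). Of the 83 pairs, 2 join entries with the same symbol.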

On all chromosomes at all scales, there were far more windows with significant coordinated expression evolution than expected at random (Table 1). Many of these significant windows were identified across multiple window sizes and likely reflect a single larger block of genes where expression evolution is coordinated [12] (we present combined significant windows at different cutoffs in Additional files 1, 2, 3, 4, 5, 6, 7, 8, 9, 10). These windows were also robust to the removal of individual species and therefore were not being driven by evolution in a specific lineage (results presented in Additional files 1, 2, 3, 4, 5, 6, 7, 8, 9, 10). In addition, there was no detectable difference between the absolute level of transcript abundance as measured by the arrays for neighboring genes where expression displays co-evolution compared to other groups of neighboring genes (p-values > 0.05 for all window sizes). 

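The pair of CG4496 and CG4497, on 2L, was the only pair of neighbours at a p of at most 0.001 with all species. It was found again at that level when D. melanogaster, D. santomea, D. sechellia, D. simulans or D. yakuba was left out, and it was not found when D. mauritiana or D. teissieri was. Windows of 10 places at 0.001 were 3 and lay around the maltase genes beside CG14933 and around the importin gene Pen. All 3 were found again without D. mauritiana or D. sechellia, 1 was found without D. santomea, and 0 were found without D. melanogaster, D. simulans, D. teissieri or D. yakuba. With 1 species left out, pairs at 0.001 numbered from 0 to 3 and windows of 10 genes from 0 to 5. At 0.05, between 42 pairs (D. melanogaster left out) and 63 pairs (D. simulans left out) of the 83 were found again, and between 53 and 95 of the 124 windows of 10 genes, with the same species at either end. With 6 means in place of 7, each p comes from a new set of 20000 draws, and a count of windows at 0.05 in 6 of the same 7 species is not an independent repeat.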

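CG4496 and CG4497 together had a mean log2 signal of 7.73, against 7.88 for the other 1695 genes with a probe set on this part of 2L. The difference of -0.145 lay within that of random gene orders (two-sided permutation p = 0.902 over the 736 orders that held such a pair). The 19 genes (15 symbols) in windows of 10 genes at 0.001, which include the Or33 odorant receptors and Pen, an importin alpha, had a mean of 6.93 against 7.89 for the other 1678 genes, a difference of -0.955 (two-sided permutation p = 0.0966, 713 orders). At a p of at most 0.05, 161 genes of pairs were at 8.14 and 1536 others at 7.85 (difference 0.284, two-sided permutation p = 0.188, 1000 orders). For windows of 10 genes at 0.05, 395 genes were at 8.01 and 1302 others at 7.84 (difference 0.166, two-sided permutation p = 0.267). Between both thresholds the sign of the difference turned, and it passed the test at neither.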

Because we used the *D. melanogaster *as the reference genome for ordering genes along chromosomes there is the possibility that genome re-arrangements would lead to some of these significant clusters to include non-physically adjacent genes in some of the species. Our results are, however, robust to this issue as we found that breakpoints between *D. simulans*-*D. melanogaster *or *D. yakuba*-*D. melanogaster *interrupted clusters where expression is co-evolving no more frequently than expected by chance, which is consistent with a previous analysis of co-expression within species [33].

**Table 1:** Number of significant windows where expression is co-evolving.

Chr	Pval	2	4	6	8	10	12	14	16	18	20
**X**	0.05	31(28.95)	82(75.8)	95(96.75)	114(105.35)	116(109.45)	123(111.2)	117(112.3)	121(112.9)	113(113.25)	126(113.5)
**X**	0.01	13(5.79)	22(15.16)	25(19.35)	22(21.07)	30(21.89)	28(22.24)	30(22.46)	33(22.58)	30(22.65)	33(22.7)
**X**	0.001	5(0.579)	7(1.516)	9(1.935)	9(2.107)	9(2.189)	9(2.224)	12(2.246)	10(2.258)	7(2.265)	5(2.27)
**2L**	0.05	37(31.8)	79(82)	110(106.1)	121(118.3)	135(123.95)	132(126.15)	143(127.3)	139(128.35)	144(129.05)	137(129.35)
**2L**	0.01	9(6.36)	19(16.4)	26(21.22)	27(23.66)	29(24.79)	33(25.23)	40(25.46)	26(25.67)	35(25.81)	39(25.87)
**2L**	0.001	2(0.636)	9(1.64)	5(2.122)	5(2.366)	4(2.479)	7(2.523)	15(2.546)	10(2.567)	10(2.581)	8(2.587)
**2R**	0.05	47(37.9)	113(94.9)	151(121.55)	163(133.4)	150(138.7)	139(140.95)	126(142.15)	143(143.05)	143(143.6)	170(144.15)
**2R**	0.01	11(7.58)	24(18.98)	39(24.31)	45(26.68)	48(27.74)	48(28.19)	57(28.43)	63(28.61)	65(28.72)	68(28.83)
**2R**	0.001	3(0.758)	10(1.898)	16(2.431)	26(2.668)	24(2.774)	31(2.819)	30(2.843)	41(2.861)	34(2.872)	41(2.883)
**3L**	0.05	46(38.25)	105(94.8)	133(118)	129(128.4)	145(132.95)	141(135.1)	147(136.3)	147(137.1)	135(137.65)	133(138)
**3L**	0.01	16(7.65)	28(18.96)	38(23.6)	33(25.68)	34(26.59)	39(27.02)	39(27.26)	33(27.42)	25(27.53)	19(27.6)
**3L**	0.001	9(0.765)	10(1.896)	10(2.36)	10(2.568)	13(2.659)	14(2.702)	5(2.726)	12(2.742)	5(2.753)	1(2.76)
**3R**	0.05	68(50.45)	129(120.65)	148(152.05)	170(165.25)	193(170.9)	198(173.7)	175(175.25)	160(175.8)	161(176)	181(176.05)
**3R**	0.01	15(10.09)	34(24.13)	33(30.41)	39(33.05)	44(34.18)	38(34.74)	37(35.05)	31(35.16)	32(35.2)	27(35.21)
**3R**	0.001	6(1.009)	8(2.413)	12(3.041)	16(3.305)	15(3.418)	11(3.474)	13(3.505)	16(3.516)	6(3.52)	10(3.521)
**4**	0.05	1(0.55)	2(2)	4(2.95)	8(3.6)	8(3.85)	9(3.95)	9(3.9)	5(3.8)	3(3.7)	2(3.6)
**4**	0.01	0(0.11)	2(0.4)	3(0.59)	5(0.72)	6(0.77)	5(0.79)	3(0.78)	5(0.76)	0(0.74)	0(0.72)
**4**	0.001	0(0.011)	1(0.04)	3(0.059)	5(0.072)	6(0.077)	5(0.079)	0(0.078)	0(0.076)	0(0.074)	0(0.072)

**TOTAL**	0.05	230(187.9)	510(470.15)	641(597.4)	705(654.3)	747(679.8)	742(691.05)	717(697.2)	715(701)	699(703.25)	749(704.65)
**TOTAL**	0.01	64(37.58)	129(94.03)	164(119.48)	171(130.86)	191(135.96)	191(138.21)	206(139.44)	191(140.2)	187(140.65)	186(140.93)
**TOTAL**	0.001	25(3.758)	45(9.403)	55(11.948)	71(13.086)	71(13.596)	77(13.821)	75(13.944)	89(14.02)	62(14.065)	65(14.093)

The total number of significant tests obtained from the sliding window analysis for even numbered window sizes are presented with the expected numbers assuming a null distribution in parentheses.

**Figure 2:**
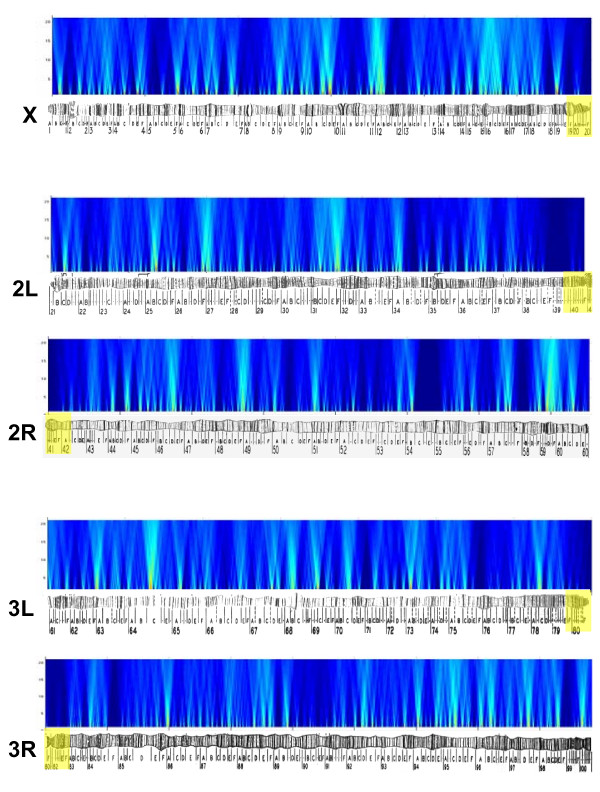
Sliding window heat map of p-values resulting from the clustering analysis across species projected onto the *D. melanogaster *genome. Approximate position on chromosomes is plotted along the x-axis and window size on the y-axis. Centromere proximal regions are indicated by yellow shading on the chromosome. The spectrum runs from highly significant p-values (red) to highly non-significant p-values (dark blue).

The use of a sliding window approach to identify co-evolution of expression in gene clusters means that tests at a given scale will be correlated with neighboring windows and these tests will also be correlated across window sizes. There is not a clear optimal approach for dealing with the multiple testing problem and the properties of strategies such as estimation of False Discovery Rates (FDRs) [34,35] are not clear in such cases. To assess whether there was a clear genome-wide tendency for coordinated expression evolution, we therefore used a permutation approach using total number of significant tests at a given window size (2, 5, 10, and 20) as a test statistic to assess the null hypothesis that there are no more gene clusters where expression is co-evolving than we would expect at random [12]. With only seven species (samples) these tests are not expected to be particularly powerful. However, the test was still rejected at a window size of 2 (p-value < 0.02) and at a window size of 10 (p-value < 0.04) (although not for window sizes of 5 and 20) indicating that at least on genomic scales spanning 2 to 10 genes, there is genome level co-evolution of gene expression in neighboring genes.

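Pen, which encodes an importin alpha, opened a window of 10 places on 2L from 10056906 to 10155510, of which 8 have data, and 3 of these (CG31714, CG13134 and CG13136 of the order) carry the symbol CG44153, so that the window holds 6 genes. Pen's signal was 13.68 ± 0.36 (SD, n = 3) in D. melanogaster and 8.84 ± 0.67 (n = 3) in D. santomea, with 12.14 ± 0.32 (n = 30) in D. simulans (adjusted p = 4.98e-17 from limma's F-test), and the paper's mask removed 13 of its probes. Its neighbour Spn31A, a serpin, ran the other way, from 8.69 ± 0.21 (n = 3) in D. melanogaster to 10.07 ± 0.06 (n = 3) in D. santomea and 10.25 ± 0.47 (n = 3) in D. teissieri (adjusted p = 8.35e-06). The window around RpS21, a ribosomal protein gene (2849732 to 2885850), had a share of 0.701 (permutation p = 0.00235), and that around Kr-h1, a zinc finger transcription factor (6063018 to 6098964), had a share of 0.666 (permutation p = 0.00295). The share of the Pen window was 0.729 (permutation p = 0.001).
At a p of at most 0.001, 1 pair (CG4496 and CG4497) was found where 1.48 are expected, and 736 of 1000 random gene orders gave as many or more (one-sided permutation p = 0.736). For windows of 5 genes the count was 1 (permutation p = 0.804), for 10 genes 3 (1.99 expected, p = 0.328) and for 20 genes 0 (1.98 expected, p = 1). The sizes of 4, 6, 8, 12, 14, 16 and 18 genes gave 0 to 4 windows each, with permutation p from 0.213 to 1. The 3 windows of 10 genes lie around CG14933 and Pen, and a repeat of the draws of random sets left 1 of them at 0.001. With each gene symbol counted once along the order, a setting chosen after these values were seen, 0 were left, and the Pen window then had a share of 0.716 (permutation p = 0.0108), that from CG14933 to CG16964 one of 0.661 (p = 0.0105) and that from Pde1c to Or33b one of 0.649 (p = 0.0879). Single arrays moved these counts. Pairs fell to 0 without D. sechellia 1, D. sechellia 2, D. teissieri 1 or D. santomea 2, and came to 2 without D. melanogaster 2, D. mauritiana 1 or D. santomea 3 and to 4 without D. mauritiana 3. Windows of 10 genes numbered 0 without D. melanogaster 2, D. sechellia 1, D. sechellia 2, D. mauritiana 1, D. mauritiana 2 or D. santomea 2, and 1 without D. teissieri 3, D. santomea 3 or the first array of cross 43x61. They numbered 5 without D. teissieri 2 and 8 without D. sechellia 3. From tests rejected at window sizes of 2 and 10 over all chromosomes, the paper concludes that neighbouring genes co-evolve in expression at the level of the genome on scales of 2 to 10 genes.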

Similar results were obtained for the analysis of within species co-expression for *D. simulans *(Table 2, Figure 3). Many windows on all chromosomes at all scales were significant. 

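Among the 10 D. simulans crosses, wry and CG31663 (2L, 1842999 to 1880644) shared their highest signals in cross 36x37, at 7.93 and 8.52, and their values in cross 85x99 were 6.02 and 7.22. LManV and LManVI, neighbouring alpha-mannosidase genes (8772948 to 8781251), were both highest in cross 6x11, at 11.18 ± 0.46 and 10.64 ± 0.73 (SD, n = 3), and both lowest in cross 36x37, at 9.13 ± 0.75 and 7.86 ± 1.06 (n = 3). Tektin-A, which encodes a protein of cilia and sperm tails, and CG13243 both had low signals in cross 36x37 (8.80 ± 0.24 and 7.45 ± 0.85, n = 3). The cytochrome P450 genes Cyp4ac1 and Cyp4ac2 were at 7.70 ± 0.30 and 8.85 ± 0.21 (n = 3) in cross 61x77 and at 6.51 ± 0.79 and 8.22 ± 1.13 (n = 3) in cross 37x43. CG6699 and loqs, whose product binds double-stranded RNA, took opposite courses, and loqs was at 7.02 ± 1.52 (n = 3) in cross 99x105.
Their shares were 0.967 for wry and CG31663 (permutation p = 0.00015), 0.942 for LManV and LManVI (0.00135), 0.939 for CG14342 and CG42329 (0.00155), 0.936 for CG13243 and Tektin-A (0.0018), 0.929 for Cyp4ac1 and Cyp4ac2 (0.00255), 0.923 for Kebab and the odorant receptor gene Or22c (0.00315), 0.923 for CG17097 and dbf (0.00325) and 0.921 for CG6699 and loqs (0.00365). By limma's F-test over the crosses, none of LManV, LManVI, CG13243, Tektin-A, Cyp4ac1, Cyp4ac2 and loqs varied (adjusted p = 0.285, 0.241, 0.329, 0.581, 0.7, 0.641 and 0.415). The window of 10 places from CG33307 to Acyp (13840802 to 13912563) had a share of 0.551 (permutation p = 5e-05, the smallest that 20000 sets can give). It holds Ance, an angiotensin-converting enzyme gene, at 10.90 ± 0.05 (n = 3) in cross 105x6 and 10.02 ± 0.46 (n = 3) in cross 37x43, and CG7953, at 11.90 ± 0.07 in cross 43x61 and 9.96 ± 0.78 in cross 37x43 (adjusted p = 0.0531 by limma). Replicate 3 of cross 37x43 carried transcripts of females, and its yolk and eggshell genes deviated from the mean of the other 2 arrays by a median of 2.97 log2. The next windows ran from CG13138 to CG4995 (10300222 to 10324993, share 0.495, permutation p = 0.0009), from the tubulin glycylase gene TTLL3B to nrv2, a subunit of the sodium pump (6732866 to 6798864, 0.525, p = 0.00175), and from Caper to the growth factor gene Pvf3 (7032713 to 7133683, 0.525, p = 0.00175). Of 1481 pairs, 88 had a p of at most 0.05 where 74 are expected (one-sided permutation p = 0.045), and of 1990 windows of 10 genes 120 did where 99.5 are expected (p = 0.134). Of the 88 pairs, 1 joins entries with the same symbol. At this level windows of 16, 18 and 20 places numbered 146, 157 and 153 (permutation p = 0.033, 0.015 and 0.03), and those of 4, 5, 6, 8, 12 and 14 places had permutation p from 0.0579 to 0.182.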

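The single pair of neighbours on this part of 2L at a p of at most 0.001 within D. simulans was wry and CG31663, and 690 of 1000 random gene orders gave as many or more pairs (one-sided permutation p = 0.69). Windows of 4 places numbered 9 (1.93 expected, permutation p = 0.005), of 5 places 9 (p = 0.00699), of 6 places 8 (p = 0.00899), of 10 places 7 (p = 0.047) and of 20 places 6 (p = 0.129). The other sizes did not pass the test: 5 windows of 8 places (permutation p = 0.12), 7 of 12 (p = 0.0709), 7 of 14 (p = 0.0779), 4 of 16 (p = 0.24) and 3 of 18 (p = 0.314). These p were not adjusted for the number of sizes. The windows of 10 places at this level lie around Ance, where they overlap, and around CG5390. Without the first array of cross 6x11 or of cross 85x99 the count of pairs was 0, and without 36x37 replicate 2 or 77x85 replicate 2 it was 3. It was 2 without 6x11 replicate 2 or 3, 11x36 replicate 3, 36x37 replicate 1 or 3, 37x43 replicate 2 or 3, 43x61 replicate 1 or 2, 85x99 replicate 2 or 3, 99x105 replicate 1 or 2, or 105x6 replicate 1. Windows of 10 places fell to 2 without 99x105 replicate 1, to 3 without 6x11 replicate 2, 37x43 replicate 3, 85x99 replicate 3 or 99x105 replicate 2, and to 4 without 43x61 replicate 1 or 61x77 replicate 1. They came to 11 without 99x105 replicate 3. Of these arrays, 37x43 replicate 3 carries transcripts of females.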

Interestingly, the test of a genome-wide pattern produced significant results for window sizes of 2 (p-value < 0.04) and 10 (p-value < 0.01). While this could be interpreted as an artifact of microaray design [36,37], there is no regular spacing to the distribution of significant windows [28]. Interestingly, there was little overlap between the significant windows identified as evolving across species and being co-expressed within *D. simulans *(Table 3). The number of overlapping windows obtained when comparing repeated analysis of mean expression levels for all species and the number of overlapping windows for repeated analysis of the *D. simulans *data (i.e. non-overlap due to permutation effects) are presented for comparison. Given that many of the co-evolving expression clusters and the co-expression clusters identified within *D. simulans *may reflect false positives, a small fraction of overlap between these cluster types might be expected. However, even at a conservative cutoff (p-value < 0.001) the absolute number of overlapping clusters is still very low (Table 3) indicating that there is little correspondence. It therefore appears that completely different sets of genes are involved in the pattern of co-expression within species compared to those where expression evolves in a coordinated manner across species.

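Neighbouring pairs of 2L at a p of at most 0.05 in both analyses were 8, and they are named here after their values were seen. LManV and LManVI, the alpha-mannosidase genes, moved together both among species (share 0.941, permutation p = 0.0242) and among crosses, and CG13243 and Tektin-A did so as well (0.945 among species, p = 0.0211). Kr-h1 and CG9175 had shares of 0.956 among species (permutation p = 0.0131) and 0.845 among crosses (p = 0.0383), and ThrRS, a threonyl-tRNA synthetase gene, and CG6601 had 0.947 (p = 0.0198) and 0.864 (p = 0.0246). The others were CG15423 with CG10039, CG14275 with witty, CG9525 with CG32985 and CG4496 with CG4497. The paper's mask removed 14 probes of CG13243, CG14275, CG9525 and CG32985 and 13 of CG9175. The paper left such probe sets out, so the pairs that hold these genes could not be found in its analysis. CG4496 and CG4497 took opposite courses among species and the same course among crosses (share 0.834, permutation p = 0.0463). When the gene order was permuted for both analyses together, the median count was 4 and 984 of 1000 orders gave at most 8 (one-sided permutation p = 0.038). Of windows of 10 genes, 14 were shared (median of the permuted orders 5, with at most 14 in 979 of 1000, one-sided permutation p = 0.031). Windows of 12 genes gave 14 as well (permutation p = 0.046), but the other sizes did not pass the test: 4 were shared at size 4 (p = 0.718), 1 at size 5 (p = 0.99), 5 at size 6 (p = 0.566), 4 at size 8 (p = 0.711), 12 at size 14 (p = 0.0969), 6 at size 16 (p = 0.438), 6 at size 18 (p = 0.436) and 4 at size 20 (p = 0.587). None of these p was adjusted for the number of sizes. At a p of at most 0.01 and at 0.001 the count was 0 for pairs and for windows of 10 genes, where the permuted orders had a median of 0. Both analyses use the D. simulans arrays, which make 1 of the 7 species means, and with D. simulans left out of the analysis among species 11 pairs and 11 windows of 10 genes were shared, counts that were not set against permuted orders. A repeat of each analysis with other random sets shared 83 pairs among species and 88 within D. simulans at 0.05. The paper sets its overlap beside such repeats. From the low number of overlapping clusters, which stayed low at its strictest threshold, it concludes that there is little correspondence between both kinds of cluster.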

**Table 2:** Number of significant co-expression windows in *D. simulans*.

Chr	Pval	2	4	6	8	10	12	14	16	18	20
**X**	0.05	39(28.95)	93(75.8)	121(96.75)	144(105.35)	138(109.45)	146(111.2)	125(112.3)	129(112.9)	137(113.25)	143(113.5)
**X**	0.01	13(5.79)	28(15.16)	36(19.35)	46(21.07)	41(21.89)	41(22.24)	58(22.46)	48(22.58)	50(22.65)	33(22.7)
**X**	0.001	5(0.579)	9(1.516)	11(1.935)	16(2.107)	24(2.189)	23(2.224)	16(2.246)	13(2.258)	15(2.265)	13(2.27)
**2L**	0.05	31(31.8)	100(82)	142(106.1)	161(118.3)	173(123.95)	170(126.15)	165(127.3)	176(128.35)	186(129.05)	178(129.35)
**2L**	0.01	6(6.36)	29(16.4)	41(21.22)	41(23.66)	45(24.79)	56(25.23)	41(25.46)	52(25.67)	55(25.81)	51(25.87)
**2L**	0.001	4(0.636)	13(1.64)	15(2.122)	11(2.366)	12(2.479)	23(2.523)	22(2.546)	17(2.567)	19(2.581)	22(2.587)
**2R**	0.05	38(37.9)	102(94.9)	141(121.55)	165(133.4)	175(138.7)	187(140.95)	154(142.15)	147(143.05)	147(143.6)	127(144.15)
**2R**	0.01	9(7.58)	27(18.98)	45(24.31)	56(26.68)	60(27.74)	45(28.19)	39(28.43)	47(28.61)	49(28.72)	46(28.83)
**2R**	0.001	3(0.758)	3(1.898)	17(2.431)	18(2.668)	16(2.774)	14(2.819)	9(2.843)	12(2.861)	11(2.872)	11(2.883)
**3L**	0.05	43(38.25)	104(94.8)	129(118)	140(128.4)	143(132.95)	134(135.1)	138(136.3)	146(137.1)	153(137.65)	156(138)
**3L**	0.01	11(7.65)	29(18.96)	33(23.6)	38(25.68)	44(26.59)	36(27.02)	46(27.26)	49(27.42)	60(27.53)	51(27.6)
**3L**	0.001	6(0.765)	14(1.896)	14(2.36)	13(2.568)	17(2.659)	26(2.702)	29(2.726)	28(2.742)	31(2.753)	26(2.76)
**3R**	0.05	55(50.45)	110(120.65)	151(152.05)	168(165.25)	152(170.9)	152(173.7)	159(175.25)	157(175.8)	178(176)	173(176.05)
**3R**	0.01	10(10.09)	27(24.13)	31(30.41)	39(33.05)	35(34.18)	36(34.74)	46(35.05)	44(35.16)	44(35.2)	45(35.21)
**3R**	0.001	4(1.009)	5(2.413)	14(3.041)	9(3.305)	9(3.418)	15(3.474)	14(3.505)	13(3.516)	7(3.52)	10(3.521)
**4**	0.05	0(0.55)	1(2)	0(2.95)	1(3.6)	3(3.85)	3(3.95)	3(3.9)	0(3.8)	1(3.7)	1(3.6)
**4**	0.01	0(0.11)	0(0.4)	0(0.59)	0(0.72)	0(0.77)	0(0.79)	0(0.78)	0(0.76)	0(0.74)	0(0.72)
**4**	0.001	0(0.011)	0(0.04)	0(0.059)	0(0.072)	0(0.077)	0(0.079)	0(0.078)	0(0.076)	0(0.074)	0(0.072)

**TOTAL**	0.05	206(187.9)	510(470.15)	684(597.4)	779(654.3)	784(679.8)	792(691.05)	744(697.2)	755(701)	802(703.25)	778(704.65)
**TOTAL**	0.01	49(37.58)	140(94.03)	186(119.48)	220(130.86)	225(135.96)	214(138.21)	230(139.44)	240(140.2)	258(140.65)	226(140.93)
**TOTAL**	0.001	22(3.758)	44(9.403)	71(11.948)	67(13.086)	78(13.596)	101(13.821)	90(13.944)	83(14.02)	83(14.065)	82(14.093)

The total number of significant tests obtained from the sliding window analysis for even numbered window sizes are presented with the expected numbers assuming a null distribution in parentheses.

**Table 3:** Number of overlapping significant windows between the analysis of all species and within *D. simulans*.

Chr	Pval	2	4	6	8	10	12	14	16	18	20
**X**	0.05	2(28,34)	4(64,73)	5(90,107)	2(101,128)	6(98,126)	5(109,122)	1(105,109)	5(101,117)	8(102,128)	3(110,121)
**X**	0.01	1(10,10)	2(15,19)	1(11,30)	0(15,32)	0(20,34)	0(26,34)	0(25,38)	0(26,37)	0(21,35)	0(25,31)
**X**	0.001	0(4,4)	0(7,6)	0(2,6)	0(4,9)	0(2,16)	0(7,11)	0(4,1)	0(2,7)	0(3,7)	0(2,7)
**2L**	0.05	2(31,25)	6(72,86)	10(88,129)	12(107,144)	19(117,155)	17(123,143)	18(130,154)	15(121,160)	20(126,171)	23(128,163)
**2L**	0.01	0(7,6)	2(15,25)	1(15,30)	0(16,33)	0(21,38)	1(25,36)	0(29,36)	2(23,42)	1(23,49)	1(27,41)
**2L**	0.001	0(1,2)	2(6,8)	1(3,10)	0(3,3)	0(3,5)	0(1,11)	0(6,14)	0(6,10)	0(7,14)	0(6,17)
**2R**	0.05	5(39,30)	3(104,86)	2(139,121)	6(150,146)	1(130,163)	1(123,171)	2(115,137)	7(122,130)	7(133,132)	5(159,120)
**2R**	0.01	0(5,7)	0(19,16)	0(30,35)	0(39,37)	0(42,41)	0(45,38)	0(49,27)	0(57,41)	0(58,43)	0(56,33)
**2R**	0.001	0(1,1)	0(5,2)	0(10,12)	0(18,14)	0(10,15)	0(21,12)	0(17,6)	0(37,9)	0(29,6)	0(35,11)
**3L**	0.05	6(36,37)	9(89,90)	9(114,107)	10(114,118)	14(123,127)	13(118,122)	22(132,129)	30(125,133)	26(119,134)	23(117,146)
**3L**	0.01	5(12,9)	4(16,20)	5(31,24)	6(25,35)	7(28,33)	10(26,35)	8(29,44)	12(21,43)	10(22,46)	1(11,44)
**3L**	0.001	3(7,5)	3(5,11)	3(8,9)	3(9,11)	5(8,12)	4(6,18)	2(5,25)	4(4,22)	2(3,22)	0(0,21)
**3R**	0.05	0(61,42)	4(113,96)	7(133,129)	13(143,149)	13(172,133)	20(172,139)	18(145,145)	16(149,137)	17(146,159)	20(158,155)
**3R**	0.01	0(13,8)	0(25,16)	0(30,24)	0(31,25)	1(36,27)	0(28,28)	3(29,35)	3(30,36)	0(27,36)	0(24,31)
**3R**	0.001	0(4,2)	0(7,3)	0(9,5)	0(10,4)	0(8,2)	0(8,8)	0(4,11)	0(10,11)	0(1,6)	0(5,9)
**4**	0.05	0(1,0)	0(2,0)	0(4,0)	0(7,0)	0(8,3)	0(9,3)	0(9,3)	0(5,0)	0(2,1)	0(1,1)
**4**	0.01	0(0,0)	0(1,0)	0(3,0)	0(5,0)	0(6,0)	0(5,0)	0(3,0)	0(1,0)	0(0,0)	0(0,0)
**4**	0.001	0(0,0)	0(1,0)	0(0,0)	0(0,0)	0(6,0)	0(5,0)	0(0,0)	0(0,0)	0(0,0)	0(0,0)

**TOTAL**	0.05	15(196,168)	26(444,431)	33(568,593)	43(622,685)	53(648,707)	56(654,700)	61(636,677)	73(623,677)	78(628,725)	74(673,706)
**TOTAL**	0.01	6(47,40)	8(91,96)	7(120,143)	6(131,162)	8(153,173)	11(155,171)	11(164,180)	17(158,199)	11(151,209)	2(143,180)
**TOTAL**	0.001	3(17,14)	5(31,30)	4(32,42)	3(44,41)	5(37,50)	4(48,60)	2(36,57)	4(59,59)	2(43,55)	0(48,65)

The first number in parentheses is the number of overlapping significant windows when comparing repeated analysis of the mean expression data for all species and the second number in parentheses is the number of overlapping windows when comparing repeated analysis of the *D. simulans *data.

**Figure 3:**
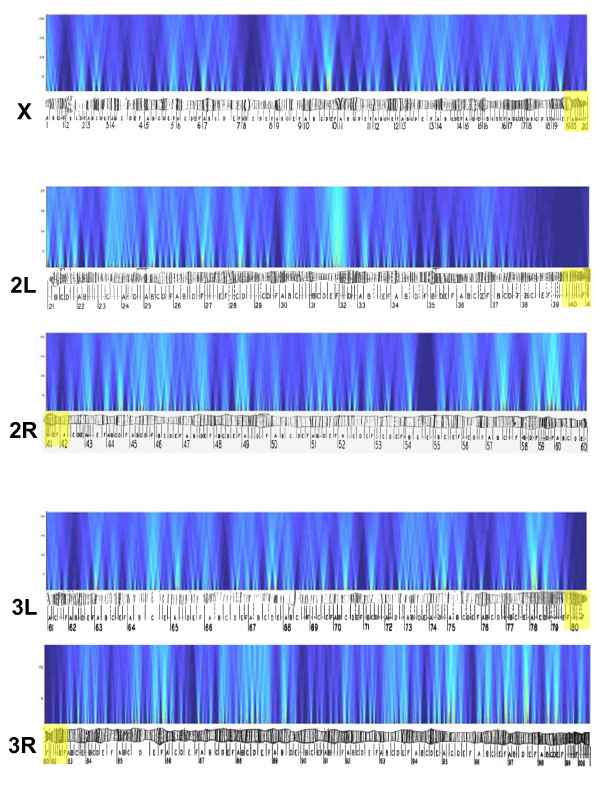
Heat map of p-values resulting from the sliding window analysis within *D. simulans *projected onto the *D. melanogaster *genome. Color coding follows Figure 2.

While the mechanisms underlying the existence of clusters of co-evolution of expression among species and co-expression clusters within species cannot be resolved from these data, the existence of paralogous genes in close proximity can be ruled out as the major factor for the observed pattern. Paralogous genes in close proximity may be expected to produce the evolving clusters or within species co-expression clusters as a result of shared regulatory elements and/or maintained common functions. However, paralogs may also produce the pattern by cross-hybridizing to common probes on the microarray. If the second of these possibilities can explain a considerable proportion of clusters, this could mean the observed pattern was an artifact of the microarray assay. However, we find that very few paralogous gene sets are within either evolving clusters or co-expression clusters (between 1.4%–12.0% of evolving clusters identified using window sizes 2–20 and a p-value cutoff of 0.001 contain paralogous genes and 2.1%–8.5% of co-expression clusters within *D. simulans *contain paralogous genes; see Additional file 9). 

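Additional file 9 lists 79 paralogous pairs, of which 8 lie on this part of 2L, and 12 of their genes have a probe set. Of the 1481 neighbouring pairs tested, 6 are such pairs, and 3 of these had a p of at most 0.05 among species. These 3 are named after their values were seen: Dim1 with CG15431, CG17376 with CG17377 (share 0.92, permutation p = 0.0474) and CG31872 with CG18284 (0.939, p = 0.0264). The other 3 are CG18641 with CG31948 (permutation p = 0.79 among species), Trf4 with Prosbeta4R2, a proteasome subunit gene (0.456), and gny, a glucosyltransferase gene, with CG5096 (0.387). Among crosses, the p of the 6 pairs ran from 0.0748 (gny with CG5096) to 0.914 (Prosbeta4R2 with Trf4). The neighbours LManV and LManVI, both alpha-mannosidase genes, are not among the listed pairs. At a p of at most 0.001, no window of the 11 sizes tested, from 2 to 20 places, held a listed pair in either analysis. At 0.05, the share of windows with a listed pair ran from 1.87% to 6.06% over the sizes among species and from 0% to 4.11% among crosses. Pairs at 0.05 among species were 83, so that 3.61% of them were listed paralogs.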

The majority of evolving clusters and co-expression clusters cannot therefore be explained by paralogous genes.

### Spatial, Adaptive, and Functional Distribution of Co-expression Clusters

To determine if co-expression or co-evolution of expression is related to the physical organization of genes within clusters, we investigated the spatial distribution of the clusters across the genome of *D. melanogaster*. While order of genes in clusters where expression is co-evolving are conserved across species in our analysis (see above), the physical location of these clusters relative to *D. melanogaster *need not be. Fortunately, the local spatial organization of genes is highly conserved across these species, which allows us to again use the heavily annotated *D. melanogaster *genome as a reference for our spatial analysis.

There are fewer co-evolving expression clusters in centromere proximal regions (heterochromatic centrometric regions were not included in our analysis). This was also observed for the within species co-expression clusters. Two hypotheses may explain this pattern. First, gene density tends to decline in regions proximal to the centromere [38], which may reduce the total number of gene clusters observed in these relatively gene depauperate regions. Second, centromere proximal regions have higher amounts of heterochromatin, which can dramatically affect gene expression [39,40]. Most euchromatic gene expression is suppressed in heterochromatin and natively heterochromatic genes are typically only expressed when surrounded by heterochromatin. Therefore, local shifts over evolutionary time in the heterochromatin content – which are common in centromere proximal regions – may inhibit the formation of clusters near centromeres [39].

Most genes in the genome are physically grouped together on the chromosome as determined by the coefficient of deviation (Table 4). In contrast, clusters of genes where there is co-expression or where there is co-evolution of expression tend to be more dispersed, which suggests that co-expression is not simply a function of gene density. 

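Significant pairs of neighbours such as CG4496 with CG4497, Dim1 with CG15431 and Kr-h1 with CG9175 were merged into 78 clusters among species at a p of at most 0.05. The mean distance between these clusters along 2L was 201047 nucleotides, and the SD of the distances was 1.16 times their mean. Pairs among crosses, such as LManV with LManVI and Cyp4ac1 with Cyp4ac2, made 80 clusters with a mean distance of 192829 nucleotides and an SD of 1.18 times the mean. The 1697 genes themselves lay 5189 nucleotides apart on average, with an SD of 2.24 times the mean. As the variance over the mean, the coefficient was 271000 among species, 268000 among crosses and 26000 for the genes. Clusters placed by random gene orders had a median SD over mean of 1.11 in both analyses (two-sided permutation p = 0.683 among species and 0.585 among crosses). For windows of 10 genes the SD over mean was 0.837 among species, against a median of 0.974 in random orders (two-sided permutation p = 0.346), and 1.06 among crosses against 1.01 (p = 0.709).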

Nor is it the result of local recombination rate; there is no relationship between the rate of recombination in *D. melanogaster *and the density of clusters (analysis not shown). This conflicts with the hypothesis that lower recombination tends to evolve among co-expressed genes [24,41]. This result may however be confounded by variation in recombination rate across the species analyzed.

**Table 4:** Comparisons of the spatial distributions of co-expression clusters.

	X	2L	2R	3L	3R
**Within Species**	1.16	1.47	1.24	0.96	1.1
**Between Species**	1.4	0.83	1.13	1.16	0.8
**Genome**	2.63	2.23	2.76	4.88	2.64

See Methods for full description. Typically, values around 1 suggest a random spatial distribution; values above 1 indicate clustering. Due to our masking approach, this was limited to genes included in our analysis. Interleaved and nested genes were ignored. "Within species" refers to the co-expression clusters found within *D. simulans*. "Between species" refers to the clusters found to be evolving among species. "Genome" refers to the genome wide estimate from the *D. melanogaster *genome.

In contrast to these large scale patterns, genes within evolving clusters do not show unusual *local *structural organization relative to the rest of the genome. For example, the genes in clusters where there is co-evolution of expression are not physically closer to each other relative to the rest of the genome (whole genome median spacing: 827 bases, whole genome mean spacing 4853 bases; cluster gene median spacing: 3573 bases; cluster gene mean spacing: 8503 bases). Likewise, there is no strand bias – genes are equally likely to be on either strand of DNA (+ strand: 118; - strand: 114). 

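CG4496 and CG4497, the pair at a p of at most 0.001 among species, lie 3334 nucleotides apart on 2L. The median gap of all tested pairs was 490 nucleotides and the mean 3213.88, and the gap of this single pair was within what random pairs gave (two-sided permutation p = 0.252). Over the 83 pairs at a p of at most 0.05, which include Dim1 with CG15431, Vajk1 with Vajk2 and AlaRS with CG13392, the median gap was 718 nucleotides and the mean 4199.06 (two-sided permutation p = 0.0795 for the median).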

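In the 83 pairs at a p of at most 0.05 among species, 78 genes lie on the plus strand of 2L and 83 on the minus strand, where the whole order of 1999 genes holds 1010 and 989. Both genes of the pair at 0.001, CG4496 and CG4497, lie on the minus strand.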

When considering pairs of genes – "window 2" clusters – there was no significant difference in the strand orientations of these pairs. Pairs of genes were essentially equally likely to both be on the same strand or on opposite strands in either the + - or -+ orientation (χ2 = 3.468, d.f. = 3, p-value = 0.3249). 

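Dim1 and CG15431, and Tmtc1 and Trf5, lie on opposite strands, while Vajk1 with Vajk2, CG5395 with CG5390, Rchy1 with HemK1 and AlaRS with CG13392 each share a strand. Of the 83 pairs, 36 share a strand and 47 do not, and of the other 1398 pairs 598 do and 800 do not (Fisher's exact test, two-sided p = 0.91). At 0.001 the single pair shares its strand, as 633 of the other 1480 pairs do (Fisher's exact test, two-sided p = 0.428), and 1 pair cannot reach a p under 0.05 in this test.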

Nor were there significant runs of genes on the same strand among genes within the largest clusters (p-value = 0.45). There was similarly no unusual structural organization for clusters of co-expression within *D. simulans *compared to the rest of the genome.

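Within D. simulans, wry and CG31663 lie 58 nucleotides apart on opposite strands of 2L (two-sided permutation p = 0.554 for the gap). LManV with LManVI, Cyp4ac1 with Cyp4ac2, CG13243 with Tektin-A and CG6699 with loqs each share a strand. Of the 88 pairs at a p of at most 0.05 among crosses, 42 share a strand and 46 do not, against 592 and 801 of the other pairs (Fisher's exact test, two-sided p = 0.374). Their genes number 98 on the plus strand and 70 on the minus strand. The median gap of these pairs was 926.5 nucleotides and the mean 4150.83, so that their genes lay farther apart than those of all pairs (two-sided permutation p = 0.00945 for the median).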

However, as noted above, clusters where there is coordinated evolution of expression *among *species seldom correspond to clusters where there is co-expression *within *species. This fact suggests that the evolutionary and genetic forces affecting coordinated expression within and between species are distinct. If the evolution of co-expression clusters reflected a neutral process, we would expect the patterns of co-expression within species to be reflective of the patterns of co-expression between species. Instead, we see very different patterns within and between species. Between species, our analysis identifies groups of genes whose expression is correlated across evolutionary time. Natural selection, directional or purifying, could drive or preserve patterns of co-expression among genes. Directional selection, however, is the more likely explanation for the *diversification *in expression we observe across species. We tested this idea using data from Begun et al. 2007 [42]. Using polymorphism data in *D. simulan*s in conjunction with divergence data from *D. melanogaster *and *D. yakuba*, Begun et al. 2007 identified genes evincing recurrent directional selection using a McDonald-Krietman test [43]. These genes had normal levels of within species polymorphism, but high levels of between species divergence. We compared the frequency of genes with significant McDonald-Krietman tests (MKtest) within the clusters where there is co-evolution of expression to the whole genome empirical distribution (nominal threshold of p-value < 0.05). Genes within clusters have 27% more adaptively evolving genes than the genome average using a polarized MKtest, which does not confound evolution on two branches (p-value < 0.001; unpolarized test difference is only 4%). This result suggests that recurrent directional selection may be the evolutionary force shaping the evolution of co-evolving expression of neighboring genes. Recent work looking at a subset of the species we analyzed also suggests a tie between adaptive evolution of coding sequences and changes in gene expression [44]. The phenomena observed here may reflect that larger evolutionary process.

Our within species analysis of *D. simulans *identified clusters where expression is coordinated and we applied the MKtest analysis to these blocks of genes. In contrast to the among species analysis, the within *D. simulans *clusters lack genes evidencing recurrent adaptive amino acid evolution (nominal MKtest p-value < 0.05; polarized, 15% fewer adaptively evolving genes, p-value < 0.001; unpolarized 30% fewer adaptively evolving genes, p-value < 0.001). This paucity of significant MKtests may indicate a role for balancing selection in maintaining some, but not all, of these polymorphic within-species clusters. Regardless, distinctly different evolutionary forces appear to be operating to produce co-evolution of expression in clusters compared to co-expression clusters within species.

The seven species that we analyze are morphologically almost indistinguishable except for differences in male genitalia and in the case of *D. santomea *which has distinct pigmentation [26]. The co-evolving expression clusters are therefore not likely to be related to tissue specific expression of clustered genes underlying morphological divergence. We do, however, find there are more statistically over-represented GO categories involved in reproduction in clusters where there is co-evolution of expression and more genes involved in immune response for clusters evincing co-expression within species clusters (Table 5 and Additional file 9). Recurrent selection has repeatedly been shown to drive evolution of reproduction related genes, especially in males [45-47]. Thus it makes sense that our co-evolving expression clusters are enriched for both adaptively evolving and reproduction related genes. Similarly, a subset of immune response genes have high levels of nucleotide polymorphism within species [48-50], which is also consistent with our MKtest analysis of within species clusters.

**Table 5:** Over-representation of gene classes in clusters.

Among Species	*D. simulans*	Both
Male specific sperm protein	Protein of unknown function UPF0131	Glycoside hydrolase, family 22, lysozyme
Fruit fly testis-specific protein	Chorion 2	Lysozyme c
Developmental protein	Insect vitellogenin	LYZ1
Establishment of localization	Uncharacterized conserved protein	Antimicrobial
Exocrine system development	Antibacterial humoral response	Bacteriolytic enzyme
Glycerol kinase activity	Antimicrobial humoral response	Chorion
Localization	Cell wall catabolism	External encapsulating structure
Multigene family	Defense response to bacteria	Lysozyme activity
Reproduction	Eggshell formation	Polysaccharide degradation
Salivary gland determination	Female gamete generation	Sexual reproduction
Salivary gland development	Gametogenesis	Structural constituent of chorion (sensu Insecta)
Spermatogenesis	Glycosidase	
Tandem repeat	Humoral defense mechanism (sensu Protostomia)	
Transport	Humoral immune response	
Transporter activity	Hydrolase activity, acting on glycosyl bonds	
	Insect chorion formation	
	Membrane lipid metabolism	
	Phospholipid metabolism	
	Response to bacteria	
	Response to pest, pathogen or parasite	
	Signal	
	Structural molecule activity	
	Sulfation	
	Vitellogenesis	

Classes presented are those with a p-value < 0.05 as determined by DAVID (see Methods) for the clusters identified with a window size of 2 and a p-value cutoff of p < 0.001.

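Yolk protein genes and a part of the eggshell genes had far higher signals on 2 of the 48 arrays than on most others. Yp1 and Yp2 encode yolk proteins of the female fat body, and their log2 signals were 15.98 and 15.72 on D. sechellia replicate 1 and 15.48 and 15.39 on D. simulans cross 37x43 replicate 3, while the other 46 arrays lay at most at 9.00 and 10.21. The eggshell genes Cp15, Vm26Aa and Vm34Ca were at 13.47, 12.79 and 14.73 on the former and at 14.90, 13.29 and 13.74 on the latter, where the other 46 arrays reached 13.03, 9.125 and 10.04. Cp36 (8.59 and 6.64), Cp38 (7.66 and 8.28) and Cp7Fc (7.03 and 5.64) lay within the range of the other arrays, and so did Cp16 on the array of cross 37x43 (9.27, against at most 10.74). Transcripts of the female germline, osk and dhd, were at 11.03 and 11.76 and at 10.63 and 12.82, against at most 7.07 and 7.52 elsewhere. Of 25 transcripts of ovary, yolk or eggshell examined, 13 were higher on both arrays than on any other, and osk, dhd, wisp, pgc and piwi were added to those examined after the values of the yolk and eggshell genes were seen. The list of yolk and eggshell genes had 20 measured members, and 0 of them varied among the crosses by limma's F-test (0 when adjusted over the list alone), with Cp18 at an adjusted p of 0.692 and Vm34Ca at 0.867. Of the 7 lysozyme genes, 0 varied among the crosses over all features and 6 did when adjusted over the list alone. Lysozymes digest bacterial cell walls, and LysD and LysB had adjusted p of 0.0711 and 0.137.
Over the 10 cross means, Yp1 and Yp2 had a Pearson r of 0.847 (permutation p = 0.0246, adjusted p = 0.0537 over 5 relations) and a Spearman rho of 0.636 (permutation p = 0.0538, adjusted p = 0.242). Without crosses 37x43 and 36x37, the 2 farthest from the median of Yp1, r was 0.149, so the relation rests on these crosses, and it was -0.0873 without the array of cross 37x43 that carries the transcripts of females. Cp15 and Cp18 had an r of 0.923 (permutation p = 0.01, adjusted p = 0.05) and a rho of 0.564 (p = 0.0969, adjusted p = 0.242), and r was 0.44 without the 2 farthest crosses. Cp15 with Cp19 (r = 0.633, permutation p = 0.0705, adjusted p = 0.0881; rho = 0.139, p = 0.712, adjusted p = 0.712) and Cp18 with Cp19 (r = 0.695, p = 0.0322, adjusted p = 0.0537; rho = 0.309, p = 0.387, adjusted p = 0.484) had r of 0.0748 and 0.0958 without them. LysP and LysX had an r of 0.326 (permutation p = 0.362, adjusted p = 0.362) and a rho of 0.309 (p = 0.385, adjusted p = 0.484), with 0.349 without the 2 farthest crosses. Of 29 genes that Additional file 10 names, 3 could be matched to a probe set, CG11151, CG2811 and uif. CG11151 (F = 26.2, adjusted p = 2.85e-10) and uif (F = 7.76, adjusted p = 8.96e-05) varied among species and not among crosses (adjusted p = 0.47 and 0.634), and CG2811 varied in neither (adjusted p = 0.501 and 0.798). The difference between both tests was not itself tested, and over-representation of the classes was not analysed here.

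**Figure D1:**
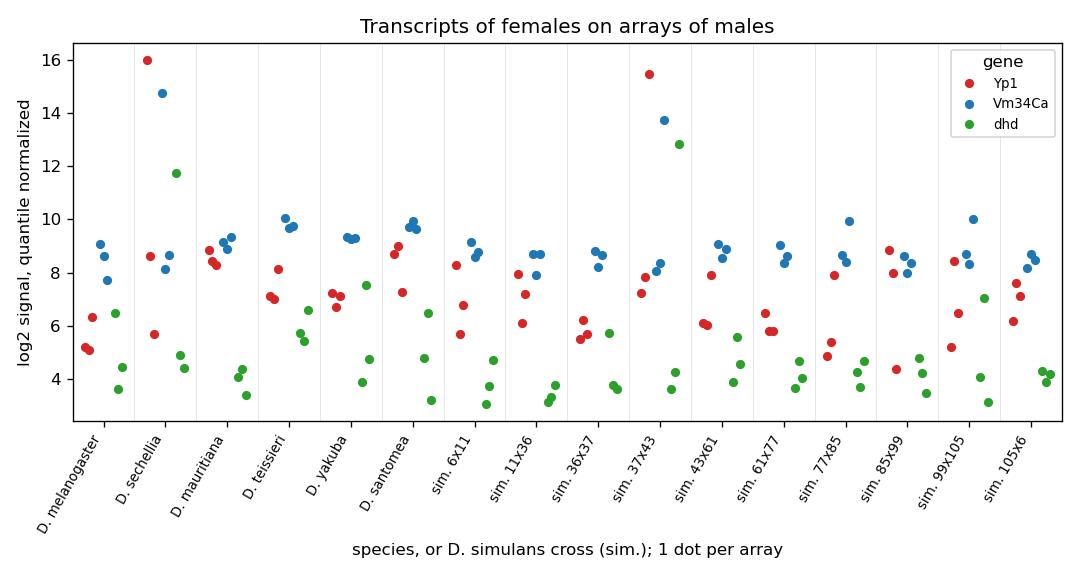
Log2 signal (quantile normalized, vertical axis) of Yp1, Vm34Ca and dhd on each array, 1 dot per array, by species and D. simulans cross (horizontal axis). D. sechellia replicate 1 and cross 37x43 replicate 3 stand above the other 46 arrays for each of the 3 transcripts, with Yp1 at 15.98 and 15.48.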

## Conclusion

To understand how complex phenotypes evolve, we need to understand how interacting genes evolve. We have analyzed expression microarray data from species in the *Drosophila melanogaster *subgroup, including data from ten distinct *D. simulans *lines and identified blocks of genes where there is coordinated evolution of expression among species. We have also identified clusters where there is co-expression within the species *D. simulans*. Our work shows that coordinated evolution of expression among physically adjacent genes among species and co-expression among adjacent genes within species is common. In general, there is little correspondence between clusters where there is co-evolution of expression and those clusters where there is co-expression within species for the species analyzed. The evolutionary forces shaping these two types of clusters are clearly different. Our analysis of co-expression within a species showed no relationship between adaptive evolution at the sequence level and expression of genes within clusters. In contrast, adaptive sequence evolution is associated with those genes in clusters where expression is evolving in a coordinated manner. In sum, we find that just as expression of genes is not independent of physical location of genes within a species, the evolution of expression of many genes is not independent of the evolution of their neighbors. We also show that this result is not simply the byproduct of clusters of duplicated genes. Our analysis suggests that clusters of genes where there is co-evolution of expression may be natural units for quantifying and understanding the evolution of transcriptomes.

## Methods

### Data Collection

For all species, flies were raised under the standardized conditions as described in Nuzhdin et al. 2004 [25]. Under these conditions, a component of the variation in gene expression will reflect evolved differences among species. For males three days post-pupation, RNA was extracted from whole adult tissue using 20 individual flies per replicate. Assays of transcript abundance were carried out using *Drosophila *1.0 Affymetrix GeneChip Arrays using the recommended protocols (Affymetrix Inc, Santa Clara, CA). Assays were carried out on three independent (biological) replicates per species for a single line of the following five additional species: *D. yakuba *(Tuscon Stock Center Number: 14021-0261.00), *D. santomea *(TSCN: 14021-0271.00), *D. teissieri *(TSCN: 14021-0257.00), *D. mauritiana *(David 105, TSCN: 14021-0241.01), *D. sechellia *(Roberstson, TSCN: 14021-0248.21). These data were combined with data previously collected for *D. melanogaster *and *D. simulans *under the same conditions that used the same Affymetrix GeneChip Array [25]. Analyses of the entire data set therefore included a total of 48 independent transcript assays covering seven *Drosophila *species in the *D. melanogaster *subgroup (Figure 1). Array data have been deposited in GEO repository (Series record GSE7873). Processed data after background correction and normalization without masking are available in the Additional files (Additional file 2).

Note that the samples assayed for *D. melanogaster *reflect an even genotypic contribution of 10 isogenic lines developed from a wild population (Winters, CA) and crossed in a round-robin design. Variation in transcript abundance in *D. melanogaster *therefore includes variation due to polymorphism and measurement error. For *D. simulans*, three replicate arrays were used to assay each of 10 round-robin crosses between 10 isogenic lines developed from the same population. Each group of three replicates for *D. simulans *can therefore be used as an estimate of the expression levels associated with individual (heterozygous) genotypes and the variation assayed can be attributed to measurement error. Variation in transcript abundance among these *D. simulans *genotypes provides an estimate of the within species genetic variation in gene expression. For all other species, variation among replicate arrays includes only measurement error. Analysis of the means of transcript abundance among these seven different species therefore provides an estimate of the variation in gene expression that has evolved among species.

### Microarray Probe Masking and Normalization

The *Drosophila *1.0 Affymetrix GeneChip is designed with probe sets for 14,010 locations of the *D. melanogater *genome with sets usually containing 14 pairs of 25-nucleotide probes. For each pair, one of the pair is a 'perfect' match (PM) to the *D. melanogaster *reference sequence and the other differs only at the 13th base and is the mismatch probe (MM), the latter used to account for non-specific hybridization. We expect many of the PM probes to not be perfect matches for other species. To account for these effects, we removed all probe pairs where the PM probe is not an exact sequence match to *D. yakuba*. *D. melanogaster *and *D. yakuba *shared a common ancestor ~6 million years ago [26] and reflect the broadest taxonomic sampling of the species analyzed. Probe homology between them makes the probes likely to be perfect matches for all species analyzed. Indeed comparison of *D. yakuba *to *D. simulans *shows that this is true for 87.4% of genes included in our analysis. For maximum power, we would mask only those probes that were divergent in a particular species, however, for several practical reasons we did not do this: 1. we found that including the *D. simulans *mismatches had little effect, once the *D. yakuba *was masked, 2. adding *D. sechellia *has little effect vs *D. simulans*, 3. as genome sequences are not available for all species in our study, we cannot make masks for all taxa. From an analysis point of view, using multiple masks is problematic as the power and precision of expression estimation would then vary across taxa. We therefore opted for a conservative approach of masking all taxa based on the most divergent genome, which should catch the most egregious cases. This approach is conservative as unmasked divergent probes typically, but not always, lead to over-estimates of expression (see below). As explained below, our analysis looks for genes showing consistent patterns of expression across taxa among expressed genes (e.g. those that appear to be above background). Including the occasional mismatch likely reduces our power to detect such a pattern, not create it. Thus, positive results in our analysis are probably robust to the spurious noise caused by mismatched probes.

To identify probes for removal (masking) we used BLAST to compare the Affymetrix target sequences from this array to identify homologous regions in release 2.0 of the *D. yakuba *genome. We conducted this analysis on each chromosome arm to minimize spurious matches. Contigs with the best matches to the target sequences were then compared to the Affymetrix probe sequences. Full matches were then extracted and the percent match calculated and the locations and types of mismatches noted. After probe removal, a total of 7024 probe sets were still represented on the array, with the following breakdown for number of probes removed (0–3) 85, (4–6) 396, (7–9) 1701, (10–12) 4842. Note that if (13) or (14) probes were removed, the probe set was not included in the analysis.

A number of previous analyses have found that highly expressed genes tend to evolve at a slower rate [51-53]. This will result in two effects. First, we expect genes with low expression to have more probes removed and on average will therefore have higher standard errors. This will tend to reduce our chances of identifying co-expression clusters for these genes. Second, a larger proportion of genes with low expression will be removed from the analysis completely since none of the probes will be homologous between *D. melanogaster *and *D. yakuba*. If higher expressed gene are comparatively enriched for co-expression clusters within species, our analysis will be considering a subset of genes that are potentially enriched for within species clusters. Given that our permutation approach permutes among genes for which we have data this may lead to inflation of the number of clusters identified as significant at different cutoffs. However, testing the null hypothesis of the existence of co-expression clusters or clusters where there is co-evolution of expression is still valid in this case and the relative ordering of significance will not be affected. We therefore expect the clusters identified as the most significant in our analysis to reflect the most likely candidates for being true co-expression clusters or clusters where there is co-evolution of expression.

Background correction and normalization of our masked set was carried out using packages available in Bioconductor [54]. We found that a Loess smoothing followed by "mas5" and "liwong" [in Bioconductor: liwong or mas5(normalize(, method="loess"))] produced the best correction for intensity dependent trends as determined by MA plots (see Additional file 1). Results of our co-expression analysis for these two normalizations did not differ qualitatively and in the following we only present the results for MAS5. Note that the Loess smoothing has a stochastic component which results in slightly different measures for a given run. We repeated our Loess + normalization five times to assess the effects of this stochastic component. Differences when running the co-expression analysis on these were found to be minimal and we randomly chose one outcome for further analysis.

Obtaining accurate transcript abundance measures using the masking approach depends on the assumptions that using a subset of the 14 probe pairs does not dramatically bias the final measure of transcript abundance. Conversely, using a known PM probe that is diverged among species is expected to produce a biased measure. To assess the first of these assumptions, we compared the level of expression for in *D. yakuba *for 21 genes where all 14 probesets in *D. yakuba *were also PM in *D. melanogaster*. We analyzed the effect of removing 1, 5, 9, and 12 probes on the final expression measure using Loess + MAS5 (Figure 4A). We found that while the effect of probe removal can have a significant effect on expression (mean *R*^2 ^for removal of 1, 5, 9, and 12 probes were 0.008, 0.0236, 0.1449, 0.1718, respectively), the effect is equally likely to be an increase or decrease – that is, the direction of the change in effect tends to be random (p-value >> 0.05 for sign tests). For the second assumption, we compared the gene expression levels after masking sets of 21 randomly chosen genes that had 1, 5, 9, and 12 mismatched probes when compared to *D. yakuba *to the results when not masking these probes (Figure 4B). The results were even more significant (mean *R*^2 ^for removal probes were 0.2887, 0.3480, 0.3333, 0.4310, respectively) but biased towards producing smaller values when masking (sign test p-value << 0.01). In other words, including mismatched probes tends to bias estimates of expression upward. This is the overall trend when comparing the masked to unmasked measures for the probe sets included in the analyses described below (Figure 4C). We suspect this result occurs because a small subset of probes hybridized heterologous cRNA better than homologous cRNA. This subset of probes has a disproportionate effect on the mean because of the inability of the technology to detect differences between poorly hybridizing probes and very poorly hybridizing probes.

**Figure 4:**
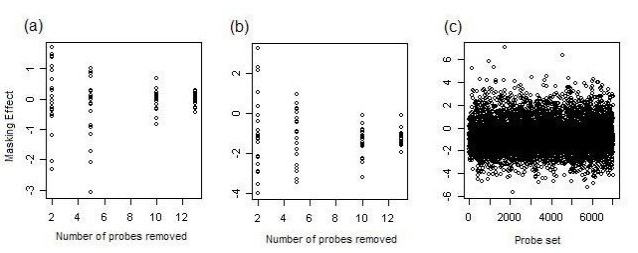
Effects of probe masking on the estimated expression level. Each circle reflects the slope of the regression divided by mean squared error for a single probe set for a regression using all 48 samples: A) Effect of masking random probes for probe sets where all 14 probes are perfect matches for both *D. melanogaster *and *D. yakuba*, B) Effect of masking in probe sets where probes masked have diverged between *D. melanogaster *and *D. yakuba *(all other probes in a set are perfect matches for both species), C) Effect of masking for all probe sets included in the analysis.

We used Ensembl (CG/CR) annotation provided by Affymetrix and merged these with the *Drosophila melanogater *genome annotation (release 4.3) retaining genes with protein coding regions (CDS, protein, and gene). We used the *D. melanogaster *annotation to determine gene order. In total, our gene ordering included 14517 genes. After masking, we obtained transcript abundances for 7024 that were dispersed relatively evenly across the entire genome and generally tracked gene density: X: 1118, 2L: 1236, 2R: 1421, 3L: 1408, 3R: 1811, 4: 30. Our co-expression analysis was carried out on the entire ordering of 14517 genes handling missing data as described below. The genes along each chromosome were ordered based on the start coordinates of *D. melanogaster *and were numbered consecutively (See Additional file 3).

We performed ANOVAs to assess whether there was significant variation among the 7024 genes among species and within *D. simulans*. For a significance level of 0.05 we found 5344 (among) and 6825 (within) tests and at 0.001 we found 3111 and 2887, respectively. Thus, there appears to be detectably significant variation for most of the genes consider in our analysis.

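Seminal protein genes of the male accessory gland differed widely among species. The probes were designed on D. melanogaster, and mismatches in the other species were not separated from these differences. Acp95EF had a log2 signal of 15.13 ± 0.53 (SD, n = 3) in D. melanogaster and 5.10 ± 0.34 (n = 3) in D. teissieri (F = 302, adjusted p = 6.08e-25 from limma). Acp53C14b (F = 91.1, adjusted p = 1.5e-17), the sex peptide gene SP (F = 82.8, adjusted p = 5.69e-17) and Mst57Da (F = 79.8, adjusted p = 8.94e-17) also varied, and all 16 measured genes of the accessory gland did (16 when adjusted over the list alone). Of 29 testis and sperm genes 20 varied (20 when adjusted over the list alone), among them betaTub85D, the tubulin of sperm tails (F = 73.7), and Mst77F, a chromatin protein of sperm (F = 45.1). D. yakuba replicate 2 and D. santomea replicate 2 stood apart from their groups, and their accessory gland genes deviated from the groups' other arrays by a median of 1.27 and 1.89 on the log2 scale.
Detoxification enzymes varied in 69 of 85 genes (70 when adjusted over the list alone), with the cytochrome P450 genes Cyp9b2 (F = 102, adjusted p = 3.36e-18) and Cyp6a2 (F = 96.3) in front, and digestive enzymes in 38 of 40 (38), with the protease gene Jon99Fii (F = 98.8) and the maltase gene Mal-B2 (F = 55.8). All 7 lysozymes (7), all 18 muscle genes (18), all 9 heat shock genes (9) and all 9 clock genes (9) varied, with LysP (F = 67.6), the troponin C gene TpnC41C (F = 55.9), the chaperone gene DnaJ-1 (F = 39.3) and tim (F = 36.3) as examples. Odorant binding proteins and receptors varied in 20 of 36 (19 when adjusted over the list alone), with Obp56e (F = 107) and Obp58b (F = 88.6). Of 22 antimicrobial and immune genes 17 varied (17), with the antifungal peptide gene Drs (F = 44.3, adjusted p = 3.03e-13) and Tep4 (F = 21), and of 17 pigmentation genes 12 (12), with Ddc, the dopa decarboxylase gene (F = 12.8), and bab1 (F = 11.6). The eye genes gave 13 of 16 (13), with the channel gene trp (F = 76), the fat body genes 7 of 8 (7), with the desaturase gene Desat2 (F = 56.5), and the ribosomal proteins 31 of 34 (32), with RpL27 (F = 28). Yolk and eggshell genes varied in 9 of 20 (9), with Cp15 (F = 6.01, adjusted p = 0.000619) and Cp18 (F = 5.41), and replicate 1 of D. sechellia deviated from the mean of the other 2 by a median of 3.20 log2 over this list. Over all features, 8166 of 12367 varied at an adjusted p under 0.05 (66%), and 8671 did at an unadjusted p under 0.05 (4979 at 0.001). D. simulans entered as the mean of its 10 crosses, and the error was the spread between replicates. Among the 5 species of the later collection alone, 5379 features varied at an adjusted p under 0.05 by limma (6496 at an unadjusted p under 0.05), and between D. melanogaster and D. simulans, of the earlier one, 2373 differed.

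**Figure D2:**
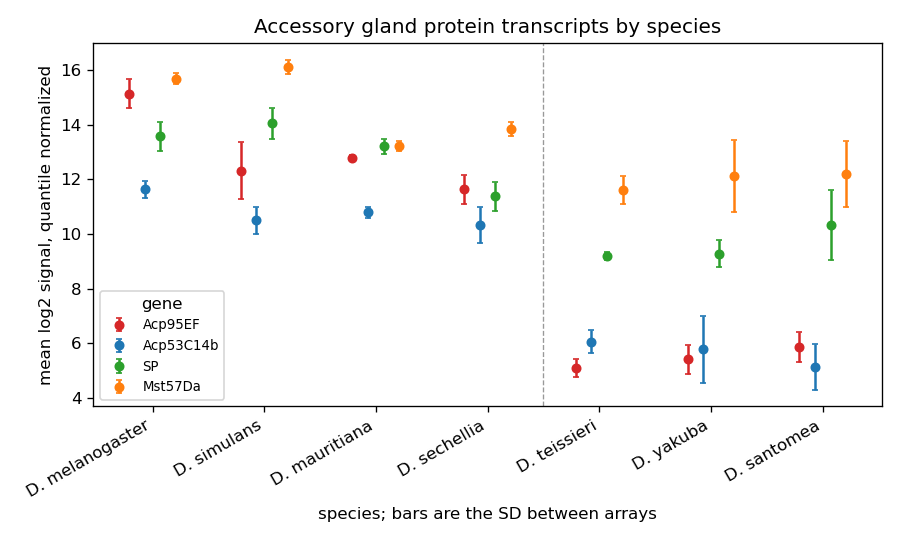
Mean log2 signal (quantile normalized, vertical axis) of Acp95EF, Acp53C14b, SP and Mst57Da in each species (horizontal axis), with bars for the SD between arrays. The dashed line separates D. melanogaster and its relatives, where Acp95EF reached 15.13, from D. teissieri, D. yakuba and D. santomea, where it was 5.10 in D. teissieri. The probes were designed on D. melanogaster, and no mask was applied.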

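Among the 10 D. simulans crosses, some genes of the Bomanin family, short peptides secreted after infection, varied by limma's F-test, a family that is not one of the gene lists and was not tested as a set. BomS4 was at 13.25 ± 1.13 (SD, n = 3) in cross 99x105 and 7.36 ± 0.21 (n = 3) in cross 61x77 (F = 32.3, adjusted p = 8.53e-07 from limma), and BomS5 (F = 23.7), BomS6, at 14.47 and 12.21 in crosses 99x105 and 43x61 (F = 11.5, adjusted p = 0.00124), and BomS2 (F = 9.15, adjusted p = 0.00384) varied too. CG17108 was at 14.92 in cross 6x11 and 12.17 in cross 37x43 (F = 29.4), and Idgf5, a growth factor gene of the chitinase family, followed (F = 17.6). Of 16 accessory gland genes 2 varied (3 when adjusted over the list alone), Acp95EF, at 14.06 ± 0.15 (n = 3) in cross 105x6 and 11.16 ± 0.27 (n = 3) in cross 36x37 (adjusted p = 0.000188 from limma), and Acp26Ab, at 10.03 in cross 61x77 and 7.37 in cross 6x11 (adjusted p = 0.000231). Mal-B1, a maltase gene, ran from 6.84 in cross 6x11 to 10.75 in cross 77x85 (adjusted p = 0.000581).
Detoxification enzymes varied in 11 of 85 genes (24 when adjusted over the list alone), among them Cyp6w1 (F = 14.5), Cyp9c1 (F = 13.2) and Cyp6a2 (F = 12.4), and odorant binding proteins and receptors in 5 of 36 (7), among them Obp99c (adjusted p = 0.00546) and Obp56e (0.0111). Digestive enzymes varied in 4 of 40 (16 when adjusted over the list alone), among them Mal-A8 (adjusted p = 0.0103) and Jon65Aii (0.0111), and heat shock genes in 2 of 9 (6), Hsp26 (0.0114) and DnaJ-1 (0.047). The immune list gave 2 of 22 (3), BomS2 and Tep4 (adjusted p = 0.0438), the testis list 2 of 29 (2), betaTub85D (F = 13.4) and fzo (0.0459), and the fat body list 2 of 8 (3), Lsp2 (0.0111) and PPO1 (0.0293). Single members varied among the pigmentation genes (y, 0.0293, 1 of 17, and 1 when adjusted over the list alone), the muscle genes (Act88F, 0.0246, 1 of 18, and 1) and the ribosomal proteins (RpL28, 0.0394, 1 of 34, and 2). None of the 9 clock genes and none of the 16 eye genes varied (1 and 1 when adjusted over the list alone), with tim at an adjusted p of 0.823, Pdp1 at 0.512, Arr2 at 0.233 and Arr1 at 0.778. In all, 201 of 12367 features varied at an adjusted p under 0.05 (1.63%), 1809 had an unadjusted p under 0.05 (14.6%) and 223 one under 0.001. With the spread estimated from all 48 arrays in place of the 30, 69 features varied.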

### Evolutionary Co-Expression Analysis

Our approach for identifying clusters where there is co-evolution of expression is closest to the analysis of correlation approach used by Spellman and Rubin 2002 with the following two differences: 1. use of an eigenvalue ratio statistic to summarize correlations within a window instead of the mean correlation, and 2. analysis of all window sizes from 2–20 instead of limiting analysis to a single window size of 10 genes. For the co-expression analysis, we calculated the mean value of each gene for a given species using the *total *set of the arrays used to assay that species. We then carried out a sliding window analysis of the correlations among pairs of consecutive genes, i.e. correlations for pairs of genes were considered where there were seven 'species' observations per gene. Our test statistic for each window is calculated as follows: 1. perform a principal components analysis (i.e. calculate eigenvectors) on the correlation matrix for all the genes in the window, 2. calculate the ratio of the first eigenvalue compared to the sum of all of the eigenvalues. Intuitively, this statistic reflects the fraction of variation along the first principal component. As an example of the structure of correlation captured by this statistic, consider the following correlation matrices:

$$\begin{array}{ccc} \left[\begin{array}{cccc} 1.0 & 0.8 & 0.0 & 0.0\\ 0.8 & 1.0 & 0.0 & 0.0\\ 0.0 & 0.0 & 1.0 & 0.8\\ 0.0 & 0.0 & 0.8 & 1.0 \end{array}\right] & \left[\begin{array}{cccc} 1.0 & 0.8 & 0.8 & 0.7\\ 0.8 & 1.0 & 0.7 & 0.8\\ 0.8 & 0.7 & 1.0 & 0.8\\ 0.7 & 0.8 & 0.8 & 1.0 \end{array}\right] & \left[\begin{array}{cccc} 1.0 & 0.8 & -0.8 & -0.7\\ 0.8 & 1.0 & -0.7 & -0.8\\ -0.8 & -0.7 & 1.0 & 0.8\\ -0.7 & -0.8 & 0.8 & 1.0 \end{array}\right] \end{array}$$

The value of our statistic for these matrices is 0.45, 0.825, and 0.825 respectively. Note that this statistic tends to reflect our intuition about the extent of correlation among the (in this case) four genes in the window. In the first case, gene pairs {1,2} and {3,4} are highly correlated but there is no correlation between genes in different pairs. This is therefore a case where the entire set of genes are not highly correlated compared to the case of the second matrix where every gene is highly correlated with every other gene in the window, and the statistic reflects this structure (0.825 > 0.45). Also, note that it does not matter if the correlations are negative or positive, only that the genes are acting as a *correlated *group, i.e. the second and third matrices have the same value of the statistic.

The co-expression analysis proceeded by calculating the eigenvalue ratio statistic for each consecutive (overlapping) window along each individual chromosome for window sizes of 2–20. Note that in most cases, missing data caused the total number of genes in a given window to be less than the window size. A direct consequence of this is that larger window sizes often included the same number of gene sets as smaller window sizes for specific windows. Each window size in the analysis should therefore not be considered as analyzing the exact number of genes of the window size but as a relative measure considering more genes on average as the window size increases.

To identify specific sets of genes that have more extreme co-expression for a given window size, we randomly permuted data within each chromosome for genes where we had data. We did this randomization 1000 times and repeated the sliding window analysis each time. We then counted the number of consecutive windows that had values of the statistic greater than the top 5%, 1%, and 0.1% of these random sets. In many cases, these groups of genes at the various cutoffs overlap. We compared the number of significant tests at these cutoffs to the expected number we would obtain if there were no true significant tests. This is the expected number of false discoveries and the ratio of these two is an estimate of the false discovery rate [34]. We present the number of significant windows (Table 1), the p-values associated with each window (Additional file 4), and merged significant windows at the 0.05 significance level (Additional file 5).

We additionally used a randomization approach to assess whether the genome-wide number of clusters where expression is co-evolving is greater than we would expect at random. We repeated the analysis and 1000 permutations for 100 random data sets, where again, we randomly re-ordered the genes within a chromosome for which we had data (i.e. we kept the missing data structure intact). We then repeated the co-expression analysis for window sizes 2, 5, 10, and 20 and counted the number of windows that had p-values less than 0.001 of the 1000 random sets of a given window size as described in the previous paragraph, i.e. our statistic used to assess significance is the number of windows identified at a given cutoff in our original data (Table 1). We used the 0.001 cutoff since this corresponds to the lowest FDR levels associated with the number of significant windows that we identified and we therefore have the greatest confidence that many of these reflect true clusters where expression is co-evolving. We did not perform this analysis for all window sizes given computational constraints.

A potential concern with this approach is that a single species with dramatically different gene expression levels may be driving the pattern across all species, i.e. not all species are evolving so co-expression is species specific. To assess this possibility we performed the sliding window analysis after removing a single species and compared the results to the analysis including all species. A dramatic difference between the number of regions identified would indicate that the overall pattern may be lineage/species specific. We determined the number of windows that were below a given cutoff in both the analysis of all species and for the analysis with one species removed. We present these results in Additional file 6. As a metric for comparison, we also determined the number of windows below cutoffs for the original analysis of all species and for a repeated analysis of all species (i.e. an additional independent 1000 permutations). Results are presented in Table 3.

An additional concern with our analysis is we are using the gene ordering of *D. melanogaster*. For species in the *D. yakuba *branch there are known to be a considerable number of rearrangements affecting gene order. For such locations, our analysis is not being performed on genes that are physically adjacent for all species. If our analysis is identifying adjacent genes that are more correlated than other gene sets, we would not expect to find highly correlated genes that are interrupted by these breakpoints more often than expected by chance. To assess this possibility, we mapped *D. yakuba *breakpoints to positions of the regions where expression is co-evolving. We generated this file by computationally comparing the locations of all *D. yakuba *genes in our array data set to the position of their *D. melanogaster *homolog. Anywhere that a block of *D. yakuba *genes shifted to a new position was recorded and marked as an inversion breakpoint. These breakpoints are essentially the same as those noted in Lemeunier and Ashburner 1976 [55]. Like Ranz *et al.* 2007, we find no effect of the presences of breakpoints on the presence or absence of cluster.

### Within Species Co-Expression Analysis

The entire co-expression analysis was also repeated to identify co-expression domains within *D. simulans*. We used the *D. yakuba *mask file for this analysis so that the results are directly comparable to the results among species and conservative as we likely mask more genes than necessary. These data consisted of three replicate array assays for 10 crosses between *D. simulans *lines [56]. While expression array analysis of each cross therefore does not assess the transcript abundance variation associated with a single genotype, assay of these crosses provides a reasonable estimate of the variation observed in this *D. simulans *population. We performed the co-expression analysis on the mean value associated with each of the genotype crosses. We present the number of significant windows (Table 2), the p-values associated with each window (Additional file 7), and merged significant windows at the 0.05 significance level (Additional file 8). We compared these regions to those found among species by comparing the number of windows with p-values below 0.05, 0.01, and 0.001. As a metric for comparison, we also determined the number of windows below cutoffs for a repeated analysis of *D. simulans *(Table 3).

The evolutionary analysis of transcript abundance considers a single representative line per species with the exception of *D. simulans*. Thus, the observed variation between species – in principle – may only reflect the typical *intra*-specific variation between any two lines within species. To assess this possibility, we performed individual ANOVAs for each gene comparing the values of the *D. simulans *crossed-genotypes to the other six species considered as a group. We compared the distribution of p-values for this analysis to ANOVAs for the same partition where each array was assigned to a partition at random. We identified far more p-values at a given cutoff for the *D. simulans *vs. other species indicating that the variation we are analyzing between species is far greater than the variation we observed within the 10 combined-genotypes of *D. simulans *(6825 significant tests as compared to 5291 in the random assignment at 0.05, 2887 significant compared to 2022 random at 0.001).

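Detoxification enzymes were higher in D. simulans than in the mean of the other 6 species in 46 of 85 genes and lower in 3 (46 and 3 when adjusted over the list alone; adjusted p = 0.00646 for the list, with an estimated correlation). The cytochrome P450 gene Cyp4e3 had a log2 signal of 10.96 ± 0.66 (SD, n = 30) in D. simulans and 6.74 ± 1.35 (n = 18) in the others, a difference of 4.22 (standard error 0.23, adjusted p = 5.56e-17 from limma). Cyp6g1, which confers insecticide resistance in D. melanogaster, was higher by 3.30 and the glutathione transferase genes GstD2 and GstE7 by 2.82 and 3.61. CG2065 had the largest difference among named genes whose arrays did not overlap, 4.62 (standard error 0.19, adjusted p = 4.76e-20), followed by Obp58b, an odorant binding protein gene (4.22, standard error 0.21, adjusted p = 6.98e-18), and Cpr72Ec, a cuticle protein gene (2.88). Over 1697 genes of 2L, the difference between D. simulans and the other species rose with the number of probes that the paper removed as different from D. yakuba (Spearman rho 0.113 across genes, which are not independent replicates, two-sided permutation p = 1e-05, adjusted p = 2e-05 over 4 comparisons), with medians of -0.0989 for 0 to 9, -0.0156 for 10 to 12 and 0.0615 for 13 or 14 removed. Seminal protein genes were higher in 9 of 16 and lower in 3 (10 and 3 when adjusted over the list alone; adjusted p = 0.108 with an estimated correlation), with Mst57Da at 3.00 (adjusted p = 3.65e-17) and SP at 2.89.
All arrays of D. simulans come from the earlier collection and those of 5 of the 6 other species from the later one, so that species and collection largely coincide in these values. Set against D. melanogaster alone, of the same collection, 12 of the 85 detoxification enzymes were higher in D. simulans and 12 lower (16 and 17 when adjusted over the list alone; adjusted p = 0.731 with an estimated correlation). Cyp4e3 was then higher by 2.72 (adjusted p = 4.46e-05 from limma), GstD2 by 3.00, CG2065 by 4.76, Obp58b by 5.99 and Cpr72Ec by 1.37, while Cyp6g1 was lower, at -2.18 (adjusted p = 0.000963), and GstE7 did not pass the test (1.65, adjusted p = 0.0699). Seminal protein genes were lower in D. simulans than in D. melanogaster in 11 of 16 and higher in 1 (12 and 1 when adjusted over the list alone; adjusted p = 0.0352 with an estimated correlation), with Acp95EF at -2.82 (adjusted p = 2.4e-09), Mst57Da at 0.43 (adjusted p = 0.381) and SP at 0.48 (adjusted p = 0.333). The probes were designed on D. melanogaster and carry no mask here, so mismatches in D. simulans may account for a part of these lower values. Over the 1697 genes of 2L, signal fell more closely with the number of removed probes in D. simulans (Spearman rho -0.25) than in D. melanogaster (-0.111). Testis and sperm genes were lower in 8 of 29 and higher in 2 (8 and 3; adjusted p = 0.549), with dj at -2.59, immune genes lower in 5 of 22 and higher in 0 (6 and 1; adjusted p = 0.54), with Mtk at -0.0699 (adjusted p = 0.974), heat shock genes in neither direction (0 of 9, and 0 when adjusted over the list alone; adjusted p = 0.659), and ribosomal proteins higher in 14 of 34 and lower in 1 (15 and 3; adjusted p = 0.113), or 6 and 2 under cyclic loess. Digestive enzymes were lower in 11 of 40 and higher in 4 (12 and 5; adjusted p = 0.549), with betaTry at -0.71 (adjusted p = 0.47). Of 61 named genes, 15 differed from D. melanogaster in the direction given against all 6 species, 24 had that direction without passing the test, and 22 had the opposite direction, 5 of them past the threshold. The other 8 lists had adjusted p from 0.549 to 0.653 with an estimated correlation. Between these 2 species 1247 features were higher in D. simulans and 1126 lower, and under cyclic loess 867 were higher and 1317 lower.
The values that follow are again for D. simulans against the equal mean of the other 6 species. In that comparison testis and sperm genes were higher in 16 of 29 and lower in 1 (16 and 1 when adjusted over the list alone, adjusted p = 0.108 with an estimated correlation), with ocn at 2.67 (adjusted p = 2.26e-10) and dj at 2.26. Immune genes were higher in 3 of 22 and lower in 8 (3 and 8 over the list alone; adjusted p = 0.212 with an estimated correlation), with the antimicrobial peptide genes Mtk at -3.76 (adjusted p = 1.48e-07) and DptB at -2.86. Heat shock genes were higher in 6 of 9 and lower in 1 (7 and 1; adjusted p = 0.212), with Hsp26 at 1.87, and yolk and eggshell genes were lower in 4 of 20 and higher in 0 (0 higher and 3 lower; adjusted p = 0.587), with Cp15 at -1.84, where 1 array of either side carried transcripts of females. Pigmentation genes were higher in 4 and lower in 7 of 17 (4 and 8; adjusted p = 0.315), with yellow-f at -1.94, and digestive enzymes higher in 16 and lower in 10 of 40 (17 and 12; adjusted p = 0.841), with betaTry, a trypsin, at 2.82. Eye genes were higher in 4 and lower in 5 of 16 (4 and 6; adjusted p = 0.846), with trp at 2.06, and muscle genes higher in 3 and lower in 1 of 18 (3 and 1; adjusted p = 0.846), with TpnC41C at 1.76. The lists of clock genes (4 higher and 2 lower of 9, tim at 2.71), odorant binding proteins and receptors (9 and 5 of 36, Obp56e at 3.48), fat body genes (2 and 2 of 8, PPO1 at 1.30), ribosomal proteins (8 and 10 of 34, RpL22-like at 1.42) and lysozymes (1 and 1 of 7, LysP at 1.06) have medians whose sign turns with the scaling of the arrays, and these counts did not change when adjusted over each list alone. With an estimated correlation, these lists had adjusted p from 0.587 to 0.993. Median and mean differed in sign for the odorant, muscle and fat body lists, and the test for the ribosomal list pointed down although its median and mean were above 0. In all, 2612 of 12367 features were higher and 2522 lower at an adjusted p under 0.05. When the 48 arrays were compared as 30 against 18 without regard to cross or species, 5303 features had an unadjusted p under 0.05 and 2182 under 0.001, against medians of 540.5 (highest 2111) and 7 (highest 71) over 100 random assignments. From the larger number for the real partition, the paper concludes that the variation between species is far greater than that within the 10 combined genotypes of D. simulans.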

We compared the relative locations of clusters we identified to be evolving across species and within *D. simulans *at the 0.05 and 0.001 cutoffs to the intra-species clusters identified in *D. melanogaster *by Spellman and Rubin 2002 [12]. Since Spellman and Rubin 2002 reported a set of clusters representing merged overlapping windows using a window size of 10 genes, we calculated merged windows for a window size of 10 for our among and within species analysis and compared the overlap between these windows. Note that in the Spellman and Rubin 2002 study, the co-expression among genes expressed at different developmental stages and under different environmental conditions was analyzed while in the current study, only expression at the adult stage was considered. Not surprisingly, we found little correspondence between the co-expression clusters identified within *D. simulans *when compared to the results of Spellman and Rubin 2002.

### Additional Representation Analyses

We considered whether the existence of paralogous genes could explain the existence of clusters. Tandem pairs of duplicated genes were identified by sequentially estimating the degree of similarity of all neighboring pairs of genes on all major chromosomes using the gene ordering of FLYBASE v5 (i.e. we are using *D. melanogaster *as a reference). At a local scale these syntenic relationships should be preserved across taxa [33]. The first transcript of each gene (e.g. PA) was translated and pairs of proteins were then aligned with bl2seq, a version of BLAST that is optimized for pair wise alignments. Genes with 85% amino acid similarity were considered tandem duplicates. Typically, more than 90% of these genes were greater than 90% similar in amino acid sequence. We then determined the number of cases where paralogs gene pairs were located within clusters identified among species and within *D. simulans *(Additional file 9).

We also considered whether clusters either within *D. simulans *or among species tend to be located at regions of high gene density. We calculated the gene density in a co-evolving or co-expression window from the start of the first gene to the start of the last gene in that cluster. We then calculated the empirical distribution of like sized windows across that chromosome arm. The mean gene density of clusters was then compared to this distribution.

We used the coefficient of dispersion (CD=s2X¯), a commonly used as a measure of spatial clustering, to look at large scale spatial patterns of both genes and clusters. For genes, the distance (in nucleotides) from the end of one gene to the start of the next was calculated for each locus. For clusters, we used the distance in nucleotides from the end of one cluster to the start of the next. The mean, variance, and *CD *were calculated for each chromosome arm for both genes and clusters. *CD *much greater than one normally suggests clumping; *CD *less than one indicates over dispersal.

We mined FLYBASE for genetic map data and physical map data. From these data we inferred regional recombination rates. We then compared the mean recombination rate of the genes in our clusters to the genome average. There was no significant difference.

We used the *D. melanogaster *annotation to see if pairs of genes within clusters tended to be on the same strand as each other. For simplicity, we limited this analysis to clusters of only two genes. If shared *cis*-regulatory regions were critical to coordinated expression evolution, we may expect that the genes would tend to be on the same stand.

We used the DAVID analysis tool [57] to determine which gene ontology classes were over-represented in identified clusters. We did this for both clusters identified across species and within *D. simulans *at window size of 2 and 10 using the 0.05 and 0.001 cutoffs.

### Evolutionary Analysis

Begun et al. 2007 identified genes in the *D. simulans *genome that deviated from the standard neutral model in a manner consistent with recurrent directional selection. They performed both polarized and unpolarized McDonald-Krietman tests [43]. Polarized tests only identify genes evolving "adaptively" along the *D. simulans *lineage. Unpolarized tests confound divergence across both *D. melanogaster *and *D. simulans *lineages, but may capture genes adaptively evolving in both species. Both data sets were used to see if genes within clusters – either within *D. simulans *or among taxa – are enriched for adaptively evolving genes. We employed a re-sampling approach to determine if one particular subset of genes was enriched (10,000 samples for each analysis). As only those genes for which sufficient polymorphism data were used Begun et al.'s analysis, only a subsample of the genome was tested (unpolarized *N *= 6704; polarized *N *= 2653). As detailed in Begun et al. 2007, if a correction for multiple testing, such as a Bonferroni correction, is used very few genes in the genome-wide comparison are significant. Thus, for the resampling analysis we set a nominal p-value threshold for the McDonald-Krietman tests; enrichment is thus defined as having a significantly greater number of McDonald-Krietman tests with p-values below this nominal threshold.

## Authors' contributions

JGM and SVN collected the data analyzed. CDJ performed the probe masking, the evolutionary analysis of adaptive evolution in co-expression clusters, tandem duplicate identification, and the spatial analysis of cluster distribution. JGM and FY assessed effects of normalization and masking on microarray data and performed the co-expression, permutations, and related analyses. JGM and CDJ wrote the paper.

## Supplementary Material

Additional File 1 MA plots. Representative MA plots comparing array results within *D. simulans *and across species. Click here for file

Additional File 2 Array data without mask. Processed data for the 48 Affymetrix arrays used to analyze the seven species after Loess smoothing and background correction + normalization using MAS5 without masking (see text). The list includes genes with protein coding regions from the *Drosophila melanogaster *genome annotation (release 4.3). Columns are as follows: A. Ensembl - the CG/CR annotation provided by Affymetrix, B. Chromosome, C. Strand - + sense/- anti-sense, D/E. Start/Stop from release 4.3, F. Affymetrix Probe Set ID, G-I. Replicates for *Drosophila melanogaster*, J-L. *D. sechellia*, M-0. *D. mauritiana*, P-R., *D. teissieri*, S-U. *D. yakuba*, V-Y. *D. santomea*, Z-BB Replicates for the 10 crosses (3 each) of *D. simulans*. Click here for file

Additional File 3 Array data with mask. Processed data for the 48 Affymetrix arrays used to analyze the seven species after Loess smoothing and background correction + normalization using MAS5 after probe masking (see text). A-F. Same as Additional file 2, G. Number of probes in the probe set removed by masking, H-N. Mean values for the seven species, O-BJ. see Additional file 2. Click here for file

Additional File 4 Among species sliding window analysis. p-values determined for each window in the among species analysis. The p-value is listed on the row of the first gene of the window considered. A-G. Same as Additional file 3. H. number of genes used to calculate values, I. eigenvalue statistic, J. p-value, for a window size of 2 genes, L-BL. same for window sizes 3–20. Click here for file

Additional File 5 Merged windows among species 1. Merged windows found to be significant at p-value = 0.05 in the across species analysis. A-G. Same as Additional file 3. H-Z. Window sizes 2–20. Click here for file

Additional File 6 Merged windows among species 2. Results of repeating the sliding window analysis when removing one species at a time. Each window size presents the number of significant windows found in the analysis of all species and the numbers in parentheses reflect the range of significant windows identified when repeating the analysis removing one species at a time. Click here for file

Additional File 7 *Drosophila simulans *sliding window analysis. p-values determined for each window in the *D. simulans *analysis. The p-value is listed on the row of the first gene of the window considered. A-BL same as Additional file 4. Click here for file

Additional File 8 Merged windows *Drosophila simulans *1. Merged windows found to be significant at p-value = 0.05 in the *D. simulans *analysis. A-G. Same as Additional file 5. H-Z. Window sizes 2–20. Click here for file

Additional File 9 Merged windows *Drosophila simulans *2. Sets of paralogous genes and representation of these sets among significant windows identified at p-value < 0.001. A-C. Chromosome location and names of paralogous gene pairs. Note that some of these combine into larger paralog gene sets (highlighted in yellow or green). D-H. Results for the among species analysis ("AS"), *i.e*. window size used in the analysis, number of significant windows (numbers correspond to Table 1), number of these windows that contain paralogous, the number of paralogous in significant windows, the number of paralogs not in significant windows. I-M. Analogous results for the analysis within *D. simulans *("WS"). Click here for file

Additional File 10 Over-represented gene classes. Classes of genes over-represented in co-expression clusters as identified using DAVID (see text). Results are presented for the analysis among species and for the analysis within *D. simulans *for window size of 2 at the p-value cutoff of p-value = 0.001. Classes with p-values < 0.05 as determined by DAVID are presented. Click here for file

## References

[B1] HurstLDPalCLercherMJThe evolutionary dynamics of eukaryotic gene orderNature Reviews Genetics2004529931010.1038/nrg131915131653

[B2] LawrenceJGShared strategies in gene organization among prokaryotes and eukaryotesCell200211040741310.1016/S0092-8674(02)00900-512202031

[B3] OliverBMisteliTA non-random walk through the genomeGenome Biol20056421410.1186/gb-2005-6-4-21415833129PMC1088951

[B4] CohenBAMitraRDHughesJDChurchGMA computational analysis of whole-genome expression data reveals chromosomal domains of gene expressionNature Genetics20002618318610.1038/7989611017073

[B5] HurstLDWilliamsEJBPalCNatural selection promotes the conservation of linkage of co-expressed genesTrends in Genetics20021860460610.1016/S0168-9525(02)02813-512446137

[B6] WilliamsEJBBowlesDJCoexpression of neighboring genes in the genome of arabidopsis thalianaGenome Research2004141060106710.1101/gr.213110415173112PMC419784

[B7] DenverDRMorrisKStreelmanJTKimSKLynchMThomasWKThe transcriptional consequences of mutation and natural selection in caenorhabditis elegansNat Genet20053754454810.1038/ng155415852004

[B8] LercherMJBlumenthalTHurstLDCoexpression of neighboring genes in caenorhabditis elegans is mostly due to operons and duplicate genesGenome Research20031323824310.1101/gr.55380312566401PMC420373

[B9] RoyPJStuartJMLundJKimSKChromosomal clustering of muscle-expressed genes in caenorhabditis elegansNature20024189759791221459910.1038/nature01012

[B10] BlumenthalTEvansDLinkCDGuffantiALawsonDThierry-MiegJThierry-MiegDChiuWLDukeKKiralyMKimSKA global analysis of caenorhabditis elegans operonsNature200241785185410.1038/nature0083112075352

[B11] StolcVGauharZMasonCHalaszGvan BatenburgMFRifkinSAHuaSHerremanTTongprasitWBarbanoPEBussemakerHJWhiteKPA gene expression map for the euchromatic genome of drosophila melanogasterScience200430665566010.1126/science.110131215499012

[B12] SpellmanPTRubinGMEvidence for large domains of similarly expressed genes in the drosophila genomeJ Biol20021510.1186/1475-4924-1-512144710PMC117248

[B13] BelyakinSNChristophidesGKAlekseyenkoAAKriventsevaEVBelyaevaESNanayevRAMakuninIVKafatosFCZhimulevIFGenomic analysis of drosophila chromosome underreplication reveals a link between replication control and transcriptional territoriesProc Natl Acad Sci USA20051028269827410.1073/pnas.050270210215928082PMC1149430

[B14] ReymondAMarigoVYaylaogluMBLeoniAUclaCScamuffaNCaccioppoliCDermitzakisETLyleRBanfiSEicheleGAntonarakisSEBallabioAHuman chromosome 21 gene expression atlas in the mouseNature200242058258610.1038/nature0117812466854

[B15] MijalskiTHarderAHalderTKerstenMHorschMStromTMLiebscherHVLottspeichFde AngelisMHBeckersJIdentification of coexpressed gene clusters in a comparative analysis of transcriptome and proteome in mouse tissuesProc Natl Acad Sci USA20051028621862610.1073/pnas.040767210215939889PMC1143582

[B16] PurmannAToedlingJSchuelerMCarninciPLehrachHHayashizakiYHuberWSperlingSGenomic organization of transcriptomes in mammals: Coregulation and cofunctionalityGenomics20078958058710.1016/j.ygeno.2007.01.01017369017

[B17] CaronHvan SchaikBvan der MeeMBaasFRigginsGvan SluisPHermusMCvan AsperenRBoonKVoutePAHeisterkampSvan KampenAVersteegRThe human transcriptome map: Clustering of highly expressed genes in chromosomal domainsScience2001291128910.1126/science.105679411181992

[B18] SingerGALloydATHuminieckiLBWolfeKHClusters of co-expressed genes in mammalian genomes are conserved by natural selectionMol Biol Evol20052276777510.1093/molbev/msi06215574806

[B19] KhaitovichPMuetzelBSheXWLachmannMHellmannIDietzschJSteigeleSDoHHWeissGEnardWHeissigFArendtTNieselt-StruweKEichlerEEPaaboSRegional patterns of gene expression in human and chimpanzee brainsGenome Research2004141462147310.1101/gr.253870415289471PMC509255

[B20] LiuCGhoshSSearlsDBSaundersAMCossmanJRosesADClusters of adjacent and similarly expressed genes across normal human tissues complicate comparative transcriptomic discoveryOmics-a Journal of Integrative Biology2005935136310.1089/omi.2005.9.35116402893

[B21] OliverBParisiMClarkDGene expression neighborhoodsJ Biol200211410.1186/1475-4924-1-412144705PMC117247

[B22] PoyatosJFHurstLDIs optimal gene order impossible?Trends in Genetics20062242042310.1016/j.tig.2006.06.00316806566

[B23] LercherMJChamaryJVHurstLDGenomic regionality in rates of evolution is not explained by clustering of genes of comparable expression profileGenome Research2004141002101310.1101/gr.159740415173108PMC419778

[B24] SemonMDuretLEvolutionary origin and maintenance of coexpressed gene clusters in mammalsMol Biol Evol2006231715172310.1093/molbev/msl03416757654

[B25] NuzhdinSVWayneMLHarmonKLMcIntyreLMCommon pattern of evolution of gene expression level and protein sequence in drosophilaMolecular Biology and Evolution2004211308131710.1093/molbev/msh12815034135

[B26] AshburnerMBallCABlakeJABotsteinDButlerHCherryJMDavisAPDolinskiKDwightSSEppigJTHarrisMAHillDPIssel-TarverLKasarskisALewisSMateseJCRichardsonJERingwaldMRubinGMSherlockGGene ontology: Tool for the unification of biology. the gene ontology consortiumNat Genet200025252910.1038/7555610802651PMC3037419

[B27] FukuokaYInaokaHKohaneISInter-species differences of co-expression of neighboring genes in eukaryotic genomesBmc Genomics2004510.1186/1471-2164-5-4PMC33140114718066

[B28] LercherMJHurstLDCo-expressed yeast genes cluster over a long range but are not regularly spacedJournal of Molecular Biology200635982583110.1016/j.jmb.2006.03.05116631793

[B29] TurkheimerFERoncaroliFHennuyBHerensCNguyenMMartinDEvrardABoursVBoniverJDeprezMChromosomal patterns of gene expression from microarray data: Methodology, validation and clinical relevance in gliomasBMC Bioinformatics2006752610.1186/1471-2105-7-52617140431PMC1698583

[B30] MezeyJGHouleDThe dimensionality of genetic variation for wing shape in drosophila melanogasterEvolution Int J Org Evolution2005591027103816136802

[B31] TimmNHApplied Multivariate Analysis2002Springer-Verlag, New York

[B32] Mouse Genome Sequencing ConsortiumInitial sequencing and comparative analysis of the mouse genomeNature200242052056210.1038/nature0126212466850

[B33] RanzJMMaurinDChanYSvon GrotthussMHillierLWRooteJAshburnerMBergmanCMPrinciples of genome evolution in the drosophila melanogaster species groupPLoS Biol20075e15210.1371/journal.pbio.005015217550304PMC1885836

[B34] ManlyKFNettletonDHwangJTGGenomics, prior probability, and statistical tests of multiple hypothesesGenome Research200414997100110.1101/gr.215680415173107

[B35] StoreyJDTibshiraniRStatistical significance for genomewide studiesProc Natl Acad Sci USA20031009440944510.1073/pnas.153050910012883005PMC170937

[B36] BalazsiGKayKABarabasiALOltvaiZNSpurious spatial periodicity of co-expression in microarray data due to printing designNucleic Acids Research2003314425443310.1093/nar/gkg48512888502PMC169875

[B37] KlugerYYuHYQianJGersteinMRelationship between gene co-expression and probe localization on microarray slidesBmc Genomics200344910.1186/1471-2164-4-4914667251PMC317287

[B38] NoorMACunninghamALLarkinJCConsequences of recombination rate variation on quantitative trait locus mapping studies. simulations based on the drosophila melanogaster genomeGenetics20011595815881160653510.1093/genetics/159.2.581PMC1461817

[B39] YasuharaJCWakimotoBTOxymoron no more: The expanding world of heterochromatic genesTrends Genet20062233033810.1016/j.tig.2006.04.00816690158

[B40] WeilerKSWakimotoBTHeterochromatin and gene expression in drosophilaAnnu Rev Genet19952957760510.1146/annurev.ge.29.120195.0030458825487

[B41] ClementYTavaresRMaraisGADoes lack of recombination enhance asymmetric evolution among duplicate genes? insights from the drosophila melanogaster genomeGene2006385899510.1016/j.gene.2006.05.03217049187

[B42] BegunDJHollowayAKStevensKHillierLWPohYPHahnMWNistaPMJonesCDKernADDeweyCNPachterLMyersELangleyCHPopulation genomics: Whole-genome analysis of polymorphism and divergence in drosophila simulansPLoS Biol20075e31010.1371/journal.pbio.005031017988176PMC2062478

[B43] McDonaldJHKreitmanMAdaptive protein evolution at the adh locus in drosophilaNature19913516526549510.1038/351652a01904993

[B44] HollowayAKLawniczakMKMezeyJGBegunDJJonesCDAdaptive gene expression divergence inferred from population genomicsPLoS Genet20073200720139510.1371/journal.pgen.003018717967066PMC2042001

[B45] JagadeeshanSSinghRSRapidly evolving genes of drosophila: Differing levels of selective pressure in testis, ovary, and head tissues between sibling speciesMol Biol Evol200522179318019510.1093/molbev/msi17515917496

[B46] KulathinalRJSinghRSThe nature of genetic variation in sex and reproduction-related genes among sibling species of the drosophila melanogaster complexGenetica20041202452529510.1023/B:GENE.0000017645.84748.dd15088662

[B47] BegunDJWhitleyPToddBLWaldrip-DailHMClarkAGMolecular population genetics of male accessory gland proteins in drosophilaGenetics2000156187918881110238110.1093/genetics/156.4.1879PMC1461396

[B48] LazzaroBPElevated polymorphism and divergence in the class C scavenger receptors of drosophila melanogaster and D. simulansGenetics20051692023203410.1534/genetics.104.03424915716507PMC1449580

[B49] JigginsFMKimKWThe evolution of antifungal peptides in drosophilaGenetics20051711847185910.1534/genetics.105.04543516157672PMC1456132

[B50] SchlenkeTABegunDJNatural selection drives drosophila immune system evolutionGenetics2003164147114801293075310.1093/genetics/164.4.1471PMC1462669

[B51] PalCPappBHurstLDHighly expressed genes in yeast evolve slowlyGenetics20011589279311143035510.1093/genetics/158.2.927PMC1461684

[B52] SubramanianSKumarSGene expression intensity shapes evolutionary rates of the proteins encoded by the vertebrate genomeGenetics200416837338110.1534/genetics.104.02894415454550PMC1448110

[B53] ZhangLLiWHMammalian housekeeping genes evolve more slowly than tissue-specific genesMol Biol Evol20042123623910.1093/molbev/msh01014595094

[B54] GentlemanRCVCBatesDMBolstadBDettlingMDudoitSEllisBGautierLGeYCGentryJHornikKHothornTHuberWIacusSIrizarryRLeischFLiCMaechlerMRossiniAJSawitzkiGSmithCSmythGTierneyLYangJYHZhangJHBioconductor: Open software development for computational biology and bioinformaticsGenome Biology2004510.1186/gb-2004-5-10-r80PMC54560015461798

[B55] LemeunierFAshburnerMARelationships within the melanogaster species subgroup of the genus drosophila (sophophora). II. phylogenetic relationships between six species based upon polytene chromosome banding sequencesProc R Soc Lond B Biol Sci1976193275294696710.1098/rspb.1976.0046

[B56] NelsonCEHershBMCarrollSBThe regulatory content of intergenic DNA shapes genome architectureGenome Biol200454R2510.1186/gb-2004-5-4-r2515059258PMC395784

[B57] DennisGJrShermanBTHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for annotation, visualization, and integrated discoveryGenome Biol20034P310.1186/gb-2003-4-5-p312734009PMC193660

# Supplementary material for: Coordinated evolution of co-expressed gene clusters in the Drosophila transcriptome
**Source:** BMC Evol Biol. 2008 Jan 7;8:2. doi: 10.1186/1471-2148-8-2
**Supplement:** Additional File 1 — MA plots. Representative MA plots comparing array results within D. simulans and across species.

## Slide 1

Sim_(6X11)_rep1
Sim_(6X11)_rep2
Sim_(6X11)_rep3
Sim_(43X62)_rep1
Sim_(43X62)_rep2
Sim_(43X62)_rep3
Sim_(37X43)_rep1
Sim_(37X43)_rep2
Sim_(37X43)_rep3

## Slide 2

San_rep1
Tei_rep3
Yak_rep1
Mau_rep1
Sec_rep1
Mel_rep2
Sim_(6X11)_rep2

How the deposited data were processed for this re-analysis (not part of the article)

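RNA of whole males aged 3 days was measured on 48 Affymetrix arrays, 3 for each of 16 groups: 6 species (D. melanogaster, D. sechellia, D. mauritiana, D. teissieri, D. yakuba and D. santomea) and 10 crosses of D. simulans. The intensity values were made by the authors with MAS5 background correction and summary, as deposited with the labels of the arrays, and are signals per probe set on a linear scale with the mean of each array set to 500 after trimming. The paper describes Loess smoothing before MAS5 and the removal of probes that differ from D. yakuba. The deposited table holds 14010 probe sets, including those that the paper dropped, so no mask was applied to its set of probe sets, and whether Loess smoothing was applied is not stated. Both steps need probe-level files, which were not used here. For arrays no depth can be given, and their number limits the precision. The paper states that the data of D. melanogaster and D. simulans were collected earlier than those of the other 5 species. It also states that each of these 5 was measured in a single line, so that species and line coincide for them.

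Values below 1 were set to 1 (31 values, 0.00461% of all) and log2 values were taken. The medians of the arrays spanned 0.696, more than the 0.3 allowed before the data were examined, so the values were quantile normalized between arrays. Of the probe sets, 12444 carry 1 gene symbol, 327 carry several and 1239 carry none, and 44 controls were left out of the tests. For 1209 genes with more than 1 probe set, that with the highest mean was kept, which left 12367 features, 10844 of them named by a gene. Groups were compared in limma 3.58.1 (R 4.3.3) by lmFit and eBayes over the 16 groups, with D. simulans as the equal mean of its crosses, and p-values were adjusted by Benjamini and Hochberg over all features. F-tests were made over the 7 species (all 48 arrays) and over the 10 crosses (30 arrays), and differences were tested between D. simulans and the equal mean of the other 6 species, between D. santomea and D. yakuba, between D. sechellia and its sister species D. simulans and D. mauritiana, and between the yakuba complex (D. yakuba, D. santomea, D. teissieri) and the melanogaster complex (the other 4 species). Named genes were chosen by a rule set before the data were examined: genes that the paper names (their p-values in the paper's table had been seen), for each difference the 8 highest and 8 lowest named genes past the threshold whose arrays do not overlap between groups, for the F-tests the 16 largest F, the genes of the first 8 windows of 2 genes and the first 4 windows of 10, and for each gene list the 2 to 4 members with the largest change past the threshold or otherwise the 2 with the highest signal.

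The 15 gene lists, written before the data were examined, were accessory gland proteins, testis and sperm genes, antimicrobial and immune genes, lysozymes, yolk and eggshell genes, pigmentation genes, odorant binding proteins and receptors, detoxification enzymes, heat shock genes, clock genes, eye genes, muscle genes, digestive enzymes, fat body genes and ribosomal proteins. Yolk and eggshell genes served as markers of females, which a sample of males should lack. Lists were tested against the other features with camera at an estimated correlation between genes, two-sided, with p-values adjusted over the 15 lists, and each count is also given with p-values adjusted over the list alone.

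Windows of 2, 4, 5, 6, 8, 10, 12, 14, 16, 18 and 20 neighbouring genes were analysed on the part of 2L whose gene order was available, the first 1999 of 14517 genes of Additional file 5, of which 1697 have a probe set and 1002 kept probes after the paper's mask (at most 12 removed). The paper's chromosome arms beyond this part were not analysed here. For each window the share of the first eigenvalue of the correlation matrix was computed over the 7 species means or the 10 cross means (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9). Its p was taken from 20000 random sets of as many genes, in place of the paper's 1000 permutations, and counts of windows were tested against 1000 random gene orders, one-sided. Windows found in both analyses, windows found with 1 species left out, the mean signal of genes in windows, the distance between clusters, the strand and spacing of pairs, and windows that hold a paralogous pair of Additional file 9 were computed from the same windows.

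The fits were tested on simulated data. Of 100 features given a log2 difference of 2, limma recovered 100 for D. simulans against the other species, 90 for the yakuba complex, 61 for D. sechellia, 33 for D. santomea against D. yakuba, 26 for the F-test among species and 18 for that among crosses. Each of these simulations changed 200 of 12367 features. In most comparisons more features passed in the data, where the adjusted threshold is then less strict, so recovery may be understated. Of 20 simulated blocks of 4 genes on 2L, windows of 2 genes found 10 among species and 18 within D. simulans, and windows of 10 genes found 14 and 18. The genes of a block shared a component larger than their noise, and all other genes were drawn independently. These recoveries therefore do not give the power of the windows in the data.

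Alternatives fixed before the data were examined were the values as deposited, cyclic loess, the removal of the dimmest 25% of probe sets, the mean of a gene's probe sets, the replicate number as a block, log2 of the value plus 32, other groups in the fit, each replicate left out in turn, and for windows the linear scale, the mean absolute correlation, 1000 permutations, genes with data only, paralogs set to missing, each species left out, D. simulans cross 6x11 alone and genes with at most 12 probes removed. Alternatives added after the data were seen leave out both arrays that carry transcripts of females, leave out D. yakuba 2 and D. santomea 2, count neighbours with the same symbol once, or count each symbol once along the order (35 entries set to missing). Comparisons within each collection were also added after the data were seen: D. simulans with D. melanogaster, and among the 5 later species an F-test, D. sechellia with D. mauritiana, and the yakuba complex with the mean of D. sechellia and D. mauritiana. The comparison of windows near centromeres was not run, since the part of 2L with a known order ends before the centromere. The recombination, rearrangement and polymorphism analyses of the paper, its comparison with earlier D. melanogaster clusters and its test of over-represented classes were not analysed here.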

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

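The tests of females in place of males and of signal near background on the single array of cross 37x43 were chosen after the result was seen, and osk, dhd, wisp, pgc and piwi were examined only after the values of the yolk and eggshell genes were seen.

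Transcripts of females appeared on 2 arrays of males, a signal that the paper does not report. The lower of D. sechellia replicate 1 and D. simulans cross 37x43 replicate 3 exceeded the highest of the other 46 arrays by 6.48 for Yp1, 5.18 for Yp2, 3.72 for Yp3, 2.14 for Cp19, 3.66 for Vm26Aa, 3.70 for Vm34Ca, 3.56 for osk and 4.24 for dhd, all on the log2 scale. These 8 were all transcripts, of 25 examined, that exceeded the other arrays by more than 2, and 6 of them belong to the list of yolk and eggshell genes. Over the 20 measured genes of that list the median deviation from the other arrays of the group was 3.20 on D. sechellia replicate 1 and 2.97 on cross 37x43 replicate 3, with 14 and 12 genes over 2, while Cp36, Cp38, Cp7Fc, fit, yellow-g and yellow-g2 deviated by less than 2 on both.

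Whole females in place of males are excluded for both arrays, since 45 accessory gland and testis genes deviated by a median of only -0.572 and -0.763, where less than -3 would be needed. On the array of cross 37x43 the list's median lay at the 70.3 percentile of all features of the array, so it was not near background there. That array was singled out for its high values on this list, so the outcome was largely set in advance and excludes nothing further. Signal near background as an account of the relation stays undecided, with the list's median over all 48 arrays at the 38 percentile. What also stays open is RNA of females mixed into both samples: over the 30 D. simulans arrays the list's genes were correlated with each other beyond 1000 random lists (median r 0.198, percentile 100), and over 12342 features outside the list the deviations of both arrays had an r of 0.241, the highest of 1080 pairs of arrays of different groups (percentile 99.9, next highest 0.192). With that array left out the list's median r was 0.0494 (percentile 98.9), so a small part of the relation among the D. simulans arrays does not rest on it. A candidate explanation is thus that a share of females entered these samples, and no biological explanation was tested, since every sample is labelled male.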

How the results depend on the processing

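The alternatives that leave out both arrays with yolk protein transcripts, leave out D. yakuba 2 and D. santomea 2, keep to 1 collection, or count neighbours with the same symbol or each symbol of the order once were chosen after the data were seen. Of 39 planned counts of genes under alternatives that keep every array, 38 stayed within 1.5 times the value given, and of 270 values of named genes 267 kept direction and call, while the other 3 (TfIIA-S-2 as deposited and under cyclic loess, CG4880 as deposited) lost the call in D. santomea against D. yakuba. With the replicate block, 8119 genes varied among species, 190 among crosses and 5112 differed between D. simulans and the other species. With 1 array left out, counts ran from 7812 to 8350 (species), 4921 to 5269 (D. simulans against the others), 5836 to 6231 (yakuba against melanogaster complex), 147 to 258 (crosses), 334 to 826 (D. sechellia) and 383 to 885 (D. santomea against D. yakuba). The count for D. sechellia was 341 without its replicate 1 and 334 without its replicate 2, and that for D. santomea against D. yakuba 383 without D. santomea replicate 2. It was 376 for D. sechellia without both yolk protein arrays, and without D. yakuba 2 and D. santomea 2 it was 1223 for D. sechellia and 374 for D. santomea against D. yakuba, where 5 named genes (TfIIA-S-2, CG4880, CG11374, Def and CG11854) lost the call. Single arrays left out cost named genes the call too. Without D. sechellia 2, Mtk and DptB lost it for D. sechellia. In D. santomea against D. yakuba the same 5 genes lost it without D. yakuba 2, and TfIIA-S-2, CG4880 and CG11374 without D. santomea 2. TfIIA-S-2 also lost it without D. yakuba 3 or D. santomea 1, and CG11374 without D. santomea 3. With the spread shared by all 48 arrays, 69 genes varied among crosses. Within the later collection 5379 genes varied among its 5 species, and within the earlier one 2373 differed between D. simulans and D. melanogaster, in both cases with fewer species compared. The spread is estimated over all 16 groups, so arrays outside a comparison also enter its test. The cause of these changes was not otherwise tested.

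Counts of windows were less stable, and of 62 planned values, which include windows shared by both analyses and windows with a paralogous pair, 29 stayed within 1.5 times. Here pairs and windows of 10 genes at 0.001 are given in this order, with 1 and 3 among species and 1 and 7 within D. simulans in the setting used. With 1 array left out they ran from 0 to 4 and from 0 to 8 among species, and from 0 to 3 and from 2 to 11 within D. simulans. Among species they were 3 and 0 on the linear scale, 0 and 0 under cyclic loess, 1 and 0 without the dimmest 25% of probe sets, 2 and 0 with 1000 permutations per window, 1 and 0 with paralogous genes set to missing, 1 and 0 with neighbours of the same gene symbol counted once, 1 and 0 with each symbol counted once along the order, 0 and 0 without both yolk protein arrays, 1 and 0 without D. yakuba 2 and D. santomea 2, and 1 and 1 with D. simulans cross 6x11 alone. With a species left out they were 0 and 4 (D. mauritiana), 3 and 0 (D. melanogaster), 3 and 1 (D. santomea), 1 and 5 (D. sechellia), 1 and 0 (D. simulans), 0 and 1 (D. teissieri) and 3 and 2 (D. yakuba). Within D. simulans they were 5 and 2 on the linear scale, 3 and 5 as deposited, 3 and 7 under cyclic loess, 2 and 7 without the dimmest 25% of probe sets, 3 and 5 with 1000 permutations, 2 and 5 with neighbours of the same gene symbol counted once, 1 and 7 with each symbol counted once along the order, and 2 and 3 without both yolk protein arrays, which within D. simulans leaves out the array of cross 37x43 alone. With the mean of a gene's probe sets they were 26 and 3 among species and 25 and 16 within D. simulans, where neighbours that carry the same symbol hold the same values, which is the case for 25 of the 26 and 25 of the 25 pairs and for 10 of the 16 windows. For the other settings the cause was not tested.

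Windows shared by both analyses fell from 8 and 14 at 0.05 to 0 and 0 at a p of at most 0.01, and those of 10 genes to 9 on the linear scale, which a stricter threshold explains for the former and no test explains for the latter. The difference in signal of genes in windows turned from -0.145 to 0.284 (among species, pairs), from -0.955 to 0.166 (among species, 10 genes) and from -0.673 to 0.157 (within D. simulans, pairs) when windows at 0.05 replaced those at 0.001, and none of these 6 differences passed its permutation test. The SD of distances between clusters among species turned from 1.16 to 0.837 times the mean with windows of 10 genes, from above to below the medians of random orders (1.11 and 0.974). Windows with a paralogous pair numbered 0 at 0.001 and 4 among species and 2 within D. simulans at a p of at most 0.01, over the sizes tested. The analysis of windows near centromeres was not run. Signal over background and the number of arrays, 3 per group, limit these results. In the simulation of D. santomea against D. yakuba, 6 of 100 features with a log2 difference of 1 were found. It changed 200 of 12367 features, fewer than the 625 that passed in the data, so it may understate the recovery there.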

Differences from the paper's values

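The alternatives named here were set before the data were examined, except masked genes within D. simulans and masked genes over all window sizes, a table computed after the data were seen. The paper's values cover masked genes on all arms or on the whole of 2L, and the values here cover unmasked probe sets and the first 1999 of 14517 genes of the order, which all lie on 2L.

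The paper tested 7024 genes, and 12367 features were tested here. Among species, the paper's counts at 0.05 and 0.001 are 5344 and 3111, and 8671 and 4979 features were found here. For each of these 3 values, the removal of the dimmest 25% of probe sets came within 1.5 times of the paper's value, and the others of 55 alternatives did not. Among the D. simulans crosses, the paper's counts are 6825 and 2887, against 1809 and 223 here, and none of 37 alternatives came within 1.5 times of either. The paper gives the same 2 numbers for its comparison of D. simulans with the other species. Here 6027 and 3047 features differed between D. simulans and the equal mean of the other species. With D. simulans arrays set against all others without regard to cross or species, 5303 and 2182 did. The paper's counts are out of 7024 genes and those here out of 12367 features, so they do not compare directly. At 0.05 the shares here are 70.1% among species, 14.6% among crosses and 48.7% for D. simulans against the equal mean. For arrays assigned at random, the paper's counts are 5291 and 2022, against medians of 540.5 and 7 here, for which no alternative was set.

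For pairs of neighbours on 2L among species, the paper expects 31.8 windows at 0.05, against 74 here, and it found 37 against 83 here. Restricting the order to genes with at most 12 probes removed came within 1.5 times of both, removing the dimmest 25% of probe sets came within 1.5 times of the former alone, and the others of 66 alternatives of neither. At 0.001 the paper found 2 pairs and 1 was found here. The alternatives within 1.5 times are the linear scale, 1000 permutations per window, D. melanogaster, D. santomea or D. yakuba left out, and the count without D. melanogaster replicate 2, D. mauritiana replicate 1 or D. santomea replicate 3, which are 8 of 66. Within D. simulans the paper found 31 pairs at 0.05 against 88 here, and 0 of 39 alternatives came within 1.5 times, while genes with at most 12 probes removed gave 31, a value computed after the data were seen. At 0.001 the paper found 4 pairs against 1 here, and 6 of 39 alternatives came within 1.5 times: the linear scale, the values as deposited, cyclic loess, 1000 permutations, and the counts without cross 36x37 replicate 2 or cross 77x85 replicate 2. For windows of 10 genes within D. simulans at 0.001, the paper found 12 against 7 here, and 8 of 39 alternatives came within 1.5 times: the mean of a gene's probe sets, paralogous genes set to missing, and the counts without replicate 2 of cross 36x37, 61x77, 77x85, 85x99 or 105x6 or without replicate 3 of cross 99x105. Pairs shared by both analyses at 0.05 on 2L are 2 in the paper and 8 here, and neither of the 2 alternatives (the linear scale, and the analysis among species without D. simulans) came within 1.5 times.

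With 1 species left out, the paper's highest count of pairs at 0.001 on 2L is 6 against 3 here, and its counts of windows of 10 genes run from 2 to 14, against 0 to 5 here. No alternative was set for these 3 values. The paper's median and mean spacing of neighbouring genes are 827 and 4853 bases for the whole genome, against 490 and 3213.88 for pairs with data here, without an alternative. Its mean spacing of genes in clusters is 8503 bases, against 3334 for the single pair at 0.001 here, and the alternative at 0.05 (4199.06) did not come within 1.5 times. Paralogous genes are in 1.4% to 12.0% of the paper's windows at 0.001 among species and in 2.1% to 8.5% within D. simulans, over the window sizes, and in 0% here in each case, and the alternative at a p of at most 0.01 did not come within 1.5 times for any of the 4 values. The paper's coefficient of dispersion is defined as a variance over a mean, and on that scale the values here are 271000 among species, 268000 within D. simulans and 26000 for genes, while as an SD over a mean they are 1.16, 1.18 and 2.24 beside the paper's 0.83, 1.47 and 2.23.

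The paper states that the genome-wide test was rejected for pairs and for windows of 10 genes in both analyses. On this part of 2L the permutation p was 0.736 for pairs and 0.328 for windows of 10 genes among species, 0.69 for pairs within D. simulans and 0.047 for windows of 10 genes within D. simulans, and the last of these points the same way as the paper. It also states that windows far exceed the number expected at all scales. Its own counts among species on 2L at 0.05 lie near the expected ones (37 pairs, 31.8 expected) and not above them at every size. As a multiple of the expected count, its excess on 2L is larger at 0.001. Here, among species at 0.05, the count lay above the expected one at 8 of 11 sizes. The excess ran from 1.07 times at 6 genes to 1.27 times at 12 genes. The count lay below the expected one at 5 genes (94 with 98.1 expected), 18 genes (99 with 99.1) and 20 genes (92 with 99). Over the 11 sizes the one-sided permutation p ran from 0.0889 to 0.615. At 0.001 the highest count here was 4, at 12 genes (1.99 expected, permutation p = 0.213), and it was 0 at 6, 18 and 20 genes. With only the 1002 genes kept by the paper's mask, the count among species at 0.05 lay above the expected one at all 11 sizes. It was 32 pairs (26.7 expected), 101 windows of 5 genes (77.9), 132 of 10 (96.3), 130 of 18 (98.3) and 123 of 20 (98.4). At 0.001 it was 1 pair (0.534 expected) and 2 windows of 10 genes (1.93), and these counts were not set against random orders. Within D. simulans the count at 0.05 for unmasked genes lay above the expected one at all 11 sizes, from 1.13 to 1.58 times, with permutation p under 0.05 for 2, 16, 18 and 20 genes.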

Other observations

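The counts without both yolk protein arrays and without D. yakuba 2 and D. santomea 2 and the comparisons within the earlier or later collection of arrays were chosen after the data were seen, and the other tests in this part were planned. D. sechellia differed from the mean of its sister species D. simulans and D. mauritiana in the lists of lysozymes, immune genes and ribosomal proteins. The list of digestive enzymes did not pass the test, and that of immune genes did not pass it against D. mauritiana alone. Of 7 lysozymes, which digest bacterial cell walls, 5 were lower and 0 higher (0 higher and 6 lower when adjusted over the list alone; adjusted p = 0.00177 with an estimated correlation), with LysP at -5.91 on the log2 scale (adjusted p = 1.38e-16 from limma) and LysD at -4.09. The trypsin gene betaTry was at -8.43 (adjusted p = 9.59e-12) and the protease genes Jon65Aiv, Jon99Fii and Jon25Bi at -7.76, -7.51 and -7.04, and of 40 digestive enzymes 17 were lower and 6 higher (21 and 10 when adjusted over the list alone; adjusted p = 0.0855 with an estimated correlation). Of 22 immune genes 6 were higher and 0 lower (7 and 0; adjusted p = 0.0118), with the antifungal peptide gene Drs at 3.54 (adjusted p = 1.48e-06). Desat2, a desaturase of cuticular hydrocarbons, was at 13.14 in D. sechellia against 8.61 (adjusted p = 2.6e-15), and the odorant binding protein genes Obp19a and Obp56e were at 3.61 and -6.41. Of 18 muscle genes 8 were lower and 1 higher (13 and 1; adjusted p = 0.0858), with fln at -3.18, of 85 detoxification enzymes 19 were lower and 4 higher (27 and 9; adjusted p = 0.0913), with GstE6 at -4.79, and of 34 ribosomal proteins 8 were higher and 2 lower (14 and 2; adjusted p = 0.0156), with a list median of 0.408 that was 0.0118 in the values as deposited. In all, 344 features were higher and 419 lower, 763 in sum against at most 75 in the others of 100 splits of the arrays. A random assignment of single arrays can thus be excluded, but such splits do not separate species from line or collection. The count was 341 without D. sechellia replicate 1, which carries transcripts of females (yolk and eggshell list median deviation 3.20), 334 without replicate 2 and 376 without both yolk protein arrays, while it rose to 1223 without D. yakuba 2 and D. santomea 2, arrays of neither side of this comparison. The spread of each feature is estimated over all 16 groups, and D. yakuba 2 and D. santomea 2 had the largest SD from their group means (1.17 and 1.08 log2). D. simulans was collected earlier than D. sechellia and D. mauritiana, and against D. mauritiana alone 287 features were higher in D. sechellia and 363 lower. There lysozymes were lower in 6 of 7 and higher in 0 (6 and 0 when adjusted over the list alone; adjusted p = 0.000805 with an estimated correlation), digestive enzymes lower in 16 and higher in 4 of 40 (18 and 7; adjusted p = 0.0898), muscle genes lower in 9 and higher in 1 of 18 (13 and 1; adjusted p = 0.0351), detoxification enzymes lower in 11 and higher in 7 of 85 (16 and 11; adjusted p = 0.976), immune genes higher in 4 and lower in 0 of 22 (5 and 0; adjusted p = 0.186) and ribosomal proteins higher in 4 and lower in 2 of 34 (7 and 2; adjusted p = 0.0351), but 0 and 2 in the values as deposited and under cyclic loess. The other list with an adjusted p under 0.05 there was that of pigmentation genes, lower in 3 and higher in 0 of 17 (4 and 0; adjusted p = 0.0351). Of 55 named genes 41 had the same direction past the threshold, 11 the same direction short of it, Drs among them (1.69, adjusted p = 0.0942), and 3 the opposite direction.

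The yakuba complex had lower signals of seminal protein genes than the melanogaster complex. The probes were designed on D. melanogaster and carry no mask here, so mismatches were not separated from transcript levels. Of 16 accessory gland genes 13 were lower and 0 higher (14 and 0 when adjusted over the list alone, adjusted p = 0.004 with an estimated correlation). Acp95EF was at -7.50 (adjusted p = 1.31e-26 from limma), Acp53Ea at -5.98, Acp36DE at -5.30 and Acp53C14b at -5.15. The accessory gland genes of D. yakuba 2 and D. santomea 2 lay above their groups' other arrays by medians of 1.27 and 1.89. Both arrays deviated widely over all features too, with 1397 and 1135 features more than 2 log2 above and 1563 and 1375 below. The cytochrome P450 genes Cyp6g1 and Cyp9b2 were at -4.39 and -3.65, and 40 of 85 detoxification enzymes were lower and 7 higher (42 and 8; adjusted p = 0.114). Higher in the yakuba complex were Rdh (3.38), Sema2b, a semaphorin gene (2.38), and gammaTub37C, the maternal gamma tubulin gene (2.25). The melanogaster complex holds both species of the earlier collection, and against D. sechellia and D. mauritiana alone, all of the later one, accessory gland genes were lower in 12 of 16 and higher in 1 (13 and 1; adjusted p = 0.0182), detoxification enzymes lower in 26 and higher in 9 of 85 (26 and 9; adjusted p = 0.741), and 66 of 72 named genes had the same direction past the threshold, with Acp95EF at -6.75 and Cyp6g1 at -2.35. The median over all features was 0.077, and it was 0.195 in the values as deposited and 0.00358 under cyclic loess. D. santomea exceeded D. yakuba in MtnC, a metallothionein gene (14.86 against 3.09, adjusted p = 2.3e-13), and lay below it in the protease gene Jon44E (6.60 against 13.31, adjusted p = 5.57e-09), while the odorant binding protein gene Obp99b was at 3.38 and Cyp4ac1 at -3.31. None of 17 pigmentation genes differed between D. santomea and D. yakuba at an adjusted p under 0.05 (0 when adjusted over the list alone, by limma), and 326 features were higher and 299 lower. The 10 splits of these 6 arrays into 3 and 3 are too few for a share under 0.05, and the real split gave 625 features and the highest other 930. That split sets D. yakuba 2 with D. santomea 2 and 3 against the rest, and the next (851) sets D. yakuba 2 with D. santomea 1 and 2, which points to a structure of the samples beyond species. The count was 383 without D. santomea replicate 2 and 374 without D. yakuba 2 and D. santomea 2.

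For the other counts of genes, a random assignment of single arrays can be excluded: 8166 features varied among species against at most 47 in the other splits of 100, 201 among crosses against at most 4, 5134 differed between D. simulans and the other species against at most 3, and 6157 between the yakuba and melanogaster complexes against at most 16. In each of these only 1 split of 100, the real one, gave as many. The splits reassign single arrays and not whole lines, so they do not separate species from line or collection.

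Genes lower in the yakuba complex raise the question of probe mismatches, since the probes match D. melanogaster. Over 1697 genes of 2L, the difference between the complexes fell with the number of probes that the paper removed as different from D. yakuba (Spearman rho -0.247 across genes, two-sided permutation p = 1e-05, the smallest possible, adjusted p = 2e-05 over 4 comparisons), with medians of 0.397 for 0 to 9, 0.043 for 10 to 12 and -0.294 for 13 or 14 removed. Between D. santomea and D. yakuba rho was -0.00415 (p = 0.864) and for D. sechellia against its sister species 0.0206 (p = 0.398), while for D. simulans against the other 6 species, 3 of which form the yakuba complex, it was 0.113 (p = 1e-05, adjusted p = 2e-05). Genes are not independent replicates, but probe mismatches may thus account for a part of the lower values in the yakuba complex and of the higher values in D. simulans, and a biological difference between the complexes was not tested apart from it. The paper, which compared values with and without its mask, reports the other direction: mismatched probes tended to raise the estimate. That comparison was not repeated here. Removed probes are not known here for genes outside 2L, Acp95EF among them.

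Windows of 10 genes within D. simulans exceeded the count expected at 0.001, 7 against 1.99. The paralogous pairs that the paper lists are not its cause, since 0 of the 7 windows held one, and the count of 4.52 times the expected one with their genes set to missing therefore decides nothing more, so that other related neighbours, such as Ance and Ance-2 in the window from CG33307 to Acyp, stay open. The normalization between arrays stays open: the count was 3.52 times the expected one under both quantile normalization and cyclic loess, but it ran from 1.01 to 5.53 times when single arrays were left out (2 windows without cross 99x105 replicate 1, 11 without replicate 3). Without the array of cross 37x43 that carries transcripts of females the count was 3, as it was without 6x11 replicate 2, 85x99 replicate 3 or 99x105 replicate 2, so the fall is not particular to that array. No biological explanation was tested.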
